# Long-Lasting Defence Priming by β-Aminobutyric Acid in Tomato Is Marked by Genome-Wide Changes in DNA Methylation

**DOI:** 10.3389/fpls.2022.836326

**Published:** 2022-04-15

**Authors:** Marco Catoni, Raul Alvarez-Venegas, Dawn Worrall, Geoff Holroyd, Aarón Barraza, Estrella Luna, Jurriaan Ton, Michael R. Roberts

**Keywords:** priming, induced resistance (IR), biotic stress, hypomethylation, tomato, beta-aminobutyric acid, DNA methylation

## Abstract

Exposure of plants to stress conditions or to certain chemical elicitors can establish a primed state, whereby responses to future stress encounters are enhanced. Stress priming can be long-lasting and likely involves epigenetic regulation of stress-responsive gene expression. However, the molecular events underlying priming are not well understood. Here, we characterise epigenetic changes in tomato plants primed for pathogen resistance by treatment with β-aminobutyric acid (BABA). We used whole genome bisulphite sequencing to construct tomato methylomes from control plants and plants treated with BABA at the seedling stage, and a parallel transcriptome analysis to identify genes primed for the response to inoculation by the fungal pathogen, *Botrytis cinerea*. Genomes of plants treated with BABA showed a significant reduction in global cytosine methylation, especially in CHH sequence contexts. Analysis of differentially methylated regions (DMRs) revealed that CHH DMRs were almost exclusively hypomethylated and were enriched in gene promoters and in DNA transposons located in the chromosome arms. Genes overlapping CHH DMRs were enriched for a small number of stress response-related gene ontology terms. In addition, there was significant enrichment of DMRs in the promoters of genes that are differentially expressed in response to infection with *B. cinerea*. However, the majority of genes that demonstrated priming did not contain DMRs, and nor was the overall distribution of methylated cytosines in primed genes altered by BABA treatment. Hence, we conclude that whilst BABA treatment of tomato seedlings results in characteristic changes in genome-wide DNA methylation, CHH hypomethylation appears only to target a minority of genes showing primed responses to pathogen infection. Instead, methylation may confer priming via *in-trans* regulation, acting at a distance from defence genes, and/or by targeting a smaller group of regulatory genes controlling stress responses.

## Introduction

Induced resistance (IR) responses mounted by plants to improve their ability to withstand environmental stress are becoming increasingly recognised as potential targets for crop protection systems. The ability to enhance natural biotic stress resistance mechanisms could make an important contribution to integrated pest and disease management systems aimed at reducing reliance on synthetic pesticides in agriculture (Stenberg, 2017). In turn, by reducing chemical inputs whilst at the same time maximising outputs, integrated pest and disease management systems will play a critical role in future sustainable agricultural strategies (Pretty, 2018).

IR responses are triggered in the presence of biotic stress and are recognised by the subsequent increase in resistance both to the current challenge, and in many cases, to future challenges too (de Kesel et al., 2021). An area of significant interest in longer-lasting IR is the process known as priming. As well as immediate activation of inducible defences following stress, plants can also enhance future defences without long-term production of costly defensive metabolites and proteins. The establishment of priming creates a heightened state of alert in which defence responses can be triggered more rapidly and/or to a greater degree in response to a second stress encounter (Conrath et al., 2015; Mauch-Mani et al., 2017; Wilkinson et al., 2019). Because it does not involve constitutively elevated defence, priming optimises the trade-off between the costs and benefits of defence (van Hulten et al., 2006). In many cases, priming can be maintained for long periods, extending for the lifetime of the plant, and even in some instances, into the next generation (Luna et al., 2012; Rasmann et al., 2012; Slaughter et al., 2012). As well as natural infection by pests and diseases, the application of various chemical agents can also trigger immediate IR and longer-term defence priming responses. Such chemicals include endogenous plant hormones and other signalling molecules such as jasmonic acid (JA; Worrall et al., 2012), pipecolic acid (Bernsdorff et al., 2016) and C_6_ green leaf volatiles (Scala et al., 2013), biological molecules from non-plant sources, such as plant growth-promoting rhizobacteria (PGPR; Pieterse et al., 2014), and synthetic mimetics of biological signalling molecules, such as (*R*)-β-homoserine (Buswell et al., 2018).

The long-term nature of many priming responses raises questions as to the mechanism by which “memories” of stress are maintained in plants. A number of potential mechanisms have been identified as playing roles in priming (Conrath et al., 2015; Mauch-Mani et al., 2017). These mechanisms likely act over different time scales and are not mutually exclusive. Relatively short-term stress memory may be achieved via the increased production (possibly in an inactive form) of stress signalling proteins, such as pattern recognition receptors or protein kinases (Beckers et al., 2009), or the accumulation of conjugated, inactive phytohormones. More recently, a wider role for metabolism has been proposed, whereby “metabolic imprints” of stress responses can contribute to priming memory (Schwachtje et al., 2019). Stress memory can also be programmed epigenetically, at the level of gene expression, since packaging of DNA into chromatin controls access to transcription factors and the core transcriptional machinery. Chromatin structure can be altered in response to environmental experience through a variety of post-translational modifications of histone proteins, and histone modifications have been linked with priming and stress memory in several systems (Buzas, 2017; Lämke and Bäurle, 2017; He and Li, 2018). Similarly, the degree of DNA methylation at chromosomal loci containing genes is also linked with their expression, with higher levels of methylation associated with transcriptionally inactive heterochromatin and reductions in methylation associated with activation of gene expression (Zhang et al., 2018). Priming of environmentally regulated genes, including those involved in IR, has been suggested to be a consequence of stress-induced cytosine demethylation, particularly for genes located close to highly methylated chromosomal regions containing repetitive DNA sequences such as transposable elements (TEs; Yu et al., 2013; Wilkinson et al., 2019; Parker et al., 2021; Wang et al., 2021; Zhi and Chang, 2021).

One of the best-studied inducers of priming in plants is beta-aminobutyric acid (BABA). Identified only recently as a natural plant metabolite (Thevenet et al., 2017), exogenous application of BABA has long been known to prime resistance to a range of both biotic and abiotic stresses in many different plant species, including tomato (*Solanum lycopersicum*; Baccelli and Mauch-Mani, 2016; Cohen et al., 2016). Application of BABA to tomato, either by seed treatments, foliar sprays, or root drenches, provides improvements in broad spectrum resistance to diseases caused by biotrophic and necrotrophic bacterial, fungal and oomycete pathogens (Worrall et al., 2012; Cohen et al., 2016; Luna et al., 2016, 2020). Targets for BABA priming that result in enhanced defence in tomato mirror those seen in other plant species and include augmented transcriptional responses of defence genes (e.g., Worrall et al., 2012; Farahani et al., 2016), protective mechanisms against reactive oxygen species (Roylawar and Kamble, 2017) and changes in metabolic profiles (Luna et al., 2020). BABA generates long-lasting priming responses in tomato (spanning the lifetime of the plant) when applied to seeds or seedlings (Worrall et al., 2012; Wilkinson et al., 2018). Although transgenerational effects of BABA have not yet been reported in tomato, in the related Solanaceous species, potato (*Solanum tuberosum*), and in *Arabidopsis thaliana*, priming memory can be passed from BABA-treated plants to their offspring (Slaughter et al., 2012; Floryszak-Wieczorek et al., 2015; Meller et al., 2018; Kuźnicki et al., 2019).

In Arabidopsis, long-term within-generation priming by BABA depends on the activity of the H3K9 histone methyltransferase, *SUVH4/KRYPTONITE* (*KYP*), which affects chromatin structure both directly, via histone methylation, but also indirectly via impacts on CHG DNA methylation (Luna et al., 2014). Epigenetic mechanisms have also been studied in potato in an attempt to identify markers of long-term priming established following BABA treatment. Meller et al. (2018), found that methylation of histone H3 (H3K4me2) was enriched in the gene body of salicylic acid (SA)-dependent genes that were also primed for enhanced expression in response to infection by *Phytophthora infestans*. Subsequently, using the same experimental system, dynamic changes in DNA methylation were revealed following BABA treatment. BABA triggered rapid changes in genes encoding DNA methyltransferases and DNA glycosylases and led to an initial increase in global DNA methylation. However, over time, methylation gradually reduced to a level below controls, and hypomethylation at the promoter of a disease resistance gene, *R3a*, was transmitted to the next generation and correlated with primed transcriptional response to infection (Kuźnicki et al., 2019). Although evidence therefore exists for a role of DNA methylation in long-lasting priming of BABA-IR, whole genome methylation profiles have not been examined to date. Here, we employ whole genome bisulphite sequencing to profile changes in the methylome of tomato in response to BABA treatment at single base resolution.

## Materials and Methods

### Plant Growth and Beta-Aminobutyric Acid Treatments

Seeds of tomato (*Solanum lycopersicum* L., cv. Money Maker), were germinated in a peat-based compost mixture (Levingtons M3) and cultivated in a heated, passively ventilated glasshouse (min 18 ± 2°C, max 25 ± 3°C) with supplementary lighting (Osram Greenpower 600 W high pressure sodium lamps) to a minimum 250 ± 25 μmol.m^–2^.s^–1^ PAR at the canopy. A minimum 16-h photoperiod was maintained. Seven-day-old seedlings were root-drenched with a volume of 5 mM BABA equivalent to one tenth of the volume of the compost growing medium to achieve a final concentration of 0.5 mM BABA around the root system, as previously described (Luna et al., 2016). One week later, seedlings were gently removed from the compost, their root systems rinsed in water and then re-potted to new compost without BABA. Control plants were similarly treated but given a water root drench rather than BABA. After re-potting, plants were returned to the greenhouse.

### Whole Genome DNA Methylation Analysis

DNA from water and BABA-treated plants (21-days old plants, 7 days following the end of the BABA treatment period) was extracted using the DNeasy Plant Mini Kit (Qiagen) as per manufacturer’s instructions. Preparation of libraries and whole genome bisulphite sequencing (WGBS) were performed by GATC Biotech Ltd. using the Illumina HiSeq 4000 platform with 2 × 150 bp paired-end reads. Raw reads were trimmed using Trimmomatic (Bolger et al., 2014). High quality trimmed sequences were mapped against the tomato reference genome SL3.0^1^ using Bismark (Krueger and Andrews, 2011). The tomato chloroplast sequence (NC_007898.3) was used to estimate the bisulphite conversion rate. To account for non-converted DNA, we used the estimated conversion rate to apply a correction according to Catoni and Zabet (2021). Differentially methylated regions (DMRs) were identified between BABA-treated and mock-treated replicates using the R package *DMRcaller* (Catoni et al., 2018). We screened DMRs separately for the three cytosine methylation contexts (CG, CHG and CHH) with the function *computeDMRsReplicates*, using the “bins” method with a bin size of 200 nt, with 0.2 as minimum methylation difference, 2 as minimum cytosine count, 4 as minimum cytosine coverage and a minimum *p*-value of 0.05. Annotated genes and repeats from tomato reference genome annotation (ITAG3.2) were used to extract genomic features. The Repeat Masker annotation was used to define the class and the family of each TE. The overlap of DMRs and genomics features were calculated in R with the *GenomicRanges* package and compared to the overlap found using randomly generated regions (200 bp size) along the genome. Gene ontology (GO) term enrichment analysis was performed using the PANTHER classification system (Mi et al., 2020).

### Pathogen Infections

*Pseudomonas syringae* pv. *tomato* DC3000 (PstDC3000) luxCDABE-tagged strain (Fan et al., 2008) was used to inoculate tomato plants by dipping whole plants into the test bacterial solution (1 × 10^8^ cfu.ml^–1^, 10 mM MgCl_2_, 0.05% Silwet L-77) for 10 s. Mock-inoculated plants were treated with 10 mM Mg Cl_2_ (0.01% Silwet L-77) without bacteria and maintained under similar conditions. Six days after infection, three 1 cm^2^ leaf discs per plant were excised (each one from independent leaflets), rinsed and homogenised with 1 ml of 10 mM MgCl_2_, and plated in serial dilutions on King’s B media containing kanamycin and rifampicin (50 μg/mL each). The percentage of leaf damage on leaves exposed to the pathogen (total chlorotic + necrotic leaf area/total leaf area), was determined from three biological replicates with Fiji software (Schindelin et al., 2012). Inoculations of tomato leaves with *Botrytis cinerea* were performed as previously described (Worrall et al., 2012).

### Transcriptome Microarray Analysis

Seedlings were root drenched with BABA as described above. Ten days following re-potting to clean compost, detached leaves from control and BABA-treated plants were inoculated with droplets of germination medium either with *Botrytis* spores or without spores (mock inoculation). Five leaflets per leaf were inoculated with two droplets per leaflet. A total of six leaves per treatment per time point were harvested for RNA extraction and used to provide three independent biological replicates. Four leaflets per leaf were sampled by removing a 1 cm strip of leaf tissue including the two inoculation sites. Leaves from two independent plants were pooled for each RNA sample. Each RNA sample therefore contained a total of 16 inoculation sites from two plants. A total of 48 samples were collected, representing three replicates for each of the four time points for both the mock and *Botrytis* inoculations in each of the control and primed plant groups.

RNA was extracted essentially as described by Verwoerd et al. (1989), scaled up accordingly, and then purified using Qiagen RNeasy spin columns (Qiagen, United Kingdom). Microarray hybridisations were performed using the Affymetrix GeneChip^®^ Tomato Genome Array by the Nottingham Arabidopsis Stock Centre Affymetrix Service. Affymetrix array signals were normalised using the R package *rma*. The initial collection of 10,038 probe sets was filtered by removing the bottom tenth centile based on maximum signal intensity across all 48 samples and then by subsequent removal of the 20% of probe sets with the lowest standard deviation across all samples. This left 7767 probe sets for further analysis. Initial examination indicated that one sample (one of the BABA 6 h mock treatments) was compromised and it was therefore removed from further analyses. 

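In the array that was left out, BABA mock 6 h replicate 2, several named genes stood far from the other 2 arrays of its group. Among them were genes of jasmonate synthesis, a MAP kinase gene and ethylene response factor genes. AOS, the allene oxide synthase of jasmonate synthesis, lay 5.18 above their mean log2 signal, and the lipoxygenase loxD lay 4.32 above it. The MAP kinase MPK3 was 3.67 above, the ethylene response factor PTI5 4.43 above, and tXET-B2, a xyloglucan enzyme of the cell wall, 5.23 above. The ethylene response factors ERF4 and TERF1 differed by -2.94 and -2.53. Of 10 genes of jasmonate and oxylipin biosynthesis, 7 lay above both other arrays and 2 below both. Of 7 genes of WRKY and MAP kinase signalling, 5 lay above both and 1 below both. Of 19 genes of cell wall remodelling 2 lay above both and 11 below both, and of 28 ethylene genes 9 and 12. By chance, 33.3% of genes would lie on a given side. The genes named singly were chosen by the size of their difference, after their values were seen, and a single array gives no test. The mean of the correlations of this array with each of the other 2 arrays of its group was 0.968, and 672 probe sets differed from their mean by over 1 on the log2 scale. For each of the 47 arrays that were kept the mean correlation was at least 0.980. For the 2 kept arrays of this group it includes the left-out array.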

Differentially expressed genes were identified using “Bayesian Estimation of Temporal Regulation” (Aryee et al., 2009). Principal components analysis (PCA) and hierarchical clustering were implemented using the ClustVis web tool (Metsalu and Vilo, 2015). Functional classification of differentially expressed genes was performed using the ‘‘GO term enrichment analysis’’ tool at the Tomato Functional Genomics database^2^ using the Tomato Affymetrix Genome array probe set annotation as the target. Terms were searched against each of the “Process” and “Function” ontologies using a simulation method for *P*-value correction for multiple hypothesis testing.

## Results

### Beta-Aminobutyric Acid Root Drench Treatment Results in Genome-Wide Hypomethylation

We have previously shown that a BABA root drench treatment of 1-week-old tomato seedlings provides long-lasting priming of disease resistance (Luna et al., 2016; Wilkinson et al., 2018). To investigate whether epigenetic changes are associated with long-term priming, we performed whole genome bisulphite sequencing (WGBS). Following a root drench treatment of tomato seedlings, BABA-induced resistance was verified by a bacterial disease resistance assay on a subset of plants from each treatment. Compared with control plants, plants grown from BABA-treated seedlings displayed significantly reduced symptom development and bacterial population counts following inoculation with *Pseudomonas syringae* (Supplementary Figures 1A,B). The DNA from leaf tissues of each of three independent plants from each treatment was then extracted for WGBS, 14 days after root drenching. More than 20 M reads per sample were sequenced, with an average 9X coverage of the tomato genome (Supplementary Table 1). After quality control of sequencing output, we mapped the reads to the tomato reference genome and produced a DNA methylation profile at single cytosine resolution for each sequenced sample. The proportion of methylated cytosine observed in the mock-treated plants was consistent with previous reported methylation profiles of tomato (Zhong et al., 2013; Gouil and Baulcombe, 2016). However, the analysis of global methylation levels in BABA-treated plants revealed significant reductions in cytosine methylation in all three sequence contexts, estimated as approximatively 6, 10, and 6% of total cytosines, respectively, for CG, CHG and CHH contexts (Figure 1A). Considering this reduction in relation to the proportion of methylated genome for each cytosine context, hypomethylation was most pronounced for CHH, with the frequency of methylated CHH positions reduced by 38% in BABA-treated plants. In comparison, the reduction in CG and CHG methylation was only 6 and 12%, respectively.

**FIGURE 1:**
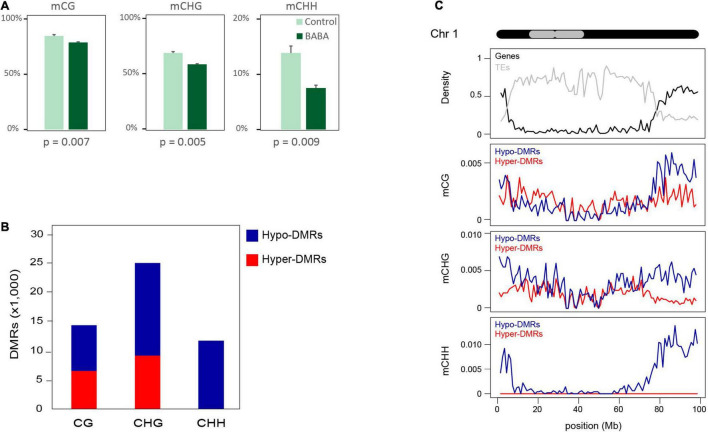
Global changes in DNA methylation patterns in response to BABA priming. **(A)** Global methylation levels (% of total cytosine bases) in control and BABA-primed plants. **(B)** Numbers (thousands) of DMRs in each cytosine context with increased (Hyper-DMRs) or decreased (Hypo-DMRs) methylation in BABA treated plants compared to controls. **(C)** Density of differentially methylated regions across chromosome 1 in each context (mCG, mCHG, and mCHH) separated into regions gaining (Hyper-DMRs; red lines) or losing (Hypo-DMRs; blue lines) methylation after BABA treatment. The chromosome structure is displayed in black at the top with the grey area marking heterochromatic regions (Zhong et al., 1998). Gene (black line) and TE (grey line) densities are displayed in the top track. Density was computed in a 1 Mb window along the chromosome.

### Hypomethylation Is Concentrated in the Chromosome Arms

We screened for differentially methylated regions (DMRs) separately for each cytosine sequence context and identified a total of 14,345 CG DMRs, 24,941 CHG DMRs, and 11,709 CHH DMRs. Whilst we found both hypo- and hypermethylated regions for CG and CHG contexts, for the CHH context, we observed that virtually all DMRs represented regions that were hypomethylated in BABA-treated plants (Figure 1B). When the positions of these DMRs were plotted alongside chromosome features for each of the 12 tomato chromosomes, there was a consistent trend for the majority of hypo-DMRs to be located in the gene-rich chromosome arms, while hyper-DMRs were more uniformly distributed along the chromosomes (Supplementary Figure 2). This pattern was noticeable for CG and CHG methylation but was especially striking for mCHH hypo-DMRs. As a representative example, a more detailed profile of distributions of DMRs and chromosomal features is shown for chromosome 1 in Figure 1C.

To investigate whether cytosine hypomethylation occurs at specific genomic regions, we calculated the portion of DMRs overlapping annotated features on the tomato reference genome in comparison to a set of randomly generated regions (Figure 2A). We observed that CHH DMRs tended to be highly enriched in Class II TEs with terminal inverted repeats (TIRs) and at the promoters of genes (defined as a 1 kb DNA sequence upstream of the transcription start), while they are under-represented in intergenic regions and Class I LTR retrotransposons (Figure 2A). Remarkably, the DMR enrichment correlates well with the chromosomal distribution of TE families in tomato. Indeed, LTR-TEs are mostly located in the central body of the chromosome where we identified relatively few DMRs, whereas TIR-TEs are more abundant on chromosome arms (Supplementary Figure 3A), where most hypo-DMRs were found. Nonetheless, the identified CHH DMRs appeared to be similarly enriched in each of the major TIR-TE superfamilies (Supplementary Figure 3B), which each display a similar decrease in CHH methylation in BABA treated samples in proportion to their methylation in control plants (Supplementary Figure 3C). Taken together, these results suggest that whilst BABA affects methylation in tomato in all cytosine contexts, only the CHH context displays an essentially unidirectional change (hypomethylation; Figure 1B) and a specific distribution (Figure 2A), suggesting a potential direct association with BABA-induced resistance.

**FIGURE 2:**
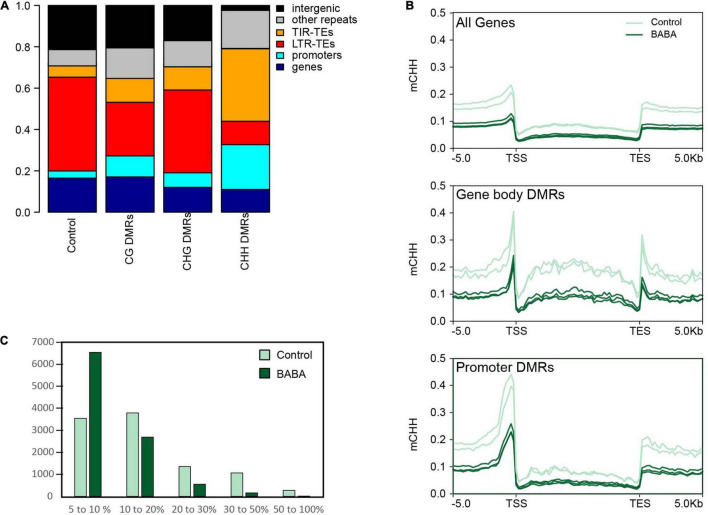
Distribution patterns of altered methylation. **(A)** Stacked bar plot displaying the proportions of BABA-induced DMRs overlapping different genomic features on the tomato genome. Data are shown for CG DMRs (*n* = 14,345), CHG DMRs (*n* = 24,941) and CHH DMRs (*n* = 11,709) and compared with the overlap found for a control set of 10,000 randomly selected regions of 200 bp. Promoters are defined as the DNA sequence located 1 kb upstream of the transcription start site of each annotated gene. **(B)** Averaged CHH methylation profiles across standardised tomato gene models for all tomato genes (*n* = 35,768) and genes overlapping DMRs in their gene body (*n* = 1,152) or in their promoter (*n* = 2,865). Plots show proportions of methylated cytosines for control (pale green) and BABA primed (dark green) methylomes. **(C)** Frequency histogram showing numbers of genes with different levels of total CHH methylation (%) in control and BABA-treated samples.

### Defence Genes Are Targets of CHH Hypomethylation

To investigate the possibility that CHH hypomethylation might contribute to the priming of induced resistance responses, we identified genes that overlap with CHH DMRs in their transcribed region or in their promoter region. We found a total of 1,152 and 2,865 genes overlapping CHH DMRs in their transcribed region or in their promoter, respectively (Supplementary Table 2). We then compared the averaged CHH methylation profile of all tomato genes against the profile of genes overlapping CHH DMRs. We observed that in control plants, genes with CHH DMRs tend to be more heavily methylated relative to the average in tomato, but that in BABA-treated plants methylation is reduced to levels closer to the average (Figure 2B). We also analysed CHH methylation for all annotated genes independently of the presence of DMRs. We observed a much lower frequency of highly methylated genes and increased proportion of weakly methylated genes in BABA-treated samples relative to mock-treated samples (Figure 2C). Together, these results indicate that BABA treatment decreases CHH methylation mostly at highly methylated genes. To investigate the types of genes affected in CHH methylation by BABA treatment, we performed GO term enrichment analysis on the set of genes for which there were CHH DMRs overlapping either the promoter or transcribed region. Interestingly, GO terms significantly enriched in this set of genes included terms associated with stress responses, such as oxidative stress responses and cell wall biosynthesis, and terms associated with regulatory processes, e.g., “protein phosphorylation” and “regulation of cellular process” (Table 1). This suggests that BABA might contribute to the priming of defence responses by changing the epigenetic regulation of a specific set of stress responsive genes.

**TABLE 1:** GO terms from the biological process ontology significantly over-represented amongst genes with CHH DMRs overlapping either the promoter or transcribed region.

GO biological process*	Fold Enrichment	FDR
Pectin catabolic process	2.67	3.1 × 10^–2^
Response to oxidative stress	2.13	5.4 × 10^–3^
Antibiotic metabolic process	2.04	2.7 × 10^–2^
Sulphur compound metabolic process	2.01	8.6 × 10^–3^
Cellular oxidant detoxification	1.89	2.8 × 10^–2^
Secondary metabolic process	1.8	3.2 × 10^–2^
Inorganic cation transmembrane transport	1.76	5.9 × 10^–3^
Carboxylic acid biosynthetic process	1.74	1.1 × 10^–2^
Cofactor metabolic process	1.74	3.0 × 10^–3^
Cellular amino acid metabolic process	1.7	3.8 × 10^–2^
Peptide transport	1.62	1.5 × 10^–2^
Cellular lipid metabolic process	1.58	4.1 × 10^–2^
Macromolecule localisation	1.5	3.8 × 10^–2^
Oxidation-reduction process	1.45	7.7 × 10^–6^
Protein phosphorylation	1.39	1.3 × 10^–2^
Nucleic acid metabolic process	1.2	4.8 × 10^–2^
Regulation of cellular process	1.19	3.9 × 10^–2^

Data show the enrichment in the list of genes with DMRs relative to all annotated genes. FDR; P-value corrected for false discovery rate. *Where multiple related terms were identified as significant, only the highest-level term (i.e., deepest branch) in the relevant GO hierarchy is shown.

To pursue the link between differential methylation and priming in more depth, we used a transcriptomic approach to identify genes that showed primed expression during pathogen infection following BABA treatment. 

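RNA of detached leaves of tomato cultivar Money Maker was hybridised to 48 Affymetrix tomato genome arrays, 3 for each of 16 groups. The plants had received a root drench with BABA, at 0.5 mM around the roots, or with water as seedlings, and their leaves were taken 10 days after re-potting, given droplets with or without Botrytis spores, and sampled at 0, 6, 9 and 12 h. Every array held RNA pooled from leaves of 2 plants, with 16 inoculation sites. The values are log2 signals per probe set that the authors normalised by RMA. One array of the BABA mock group at 6 h was left out, as in the paper, and the number of arrays limits the precision of every value. Of the 10038 tomato probe sets, the 10% with the lowest maximum and then the 20% with the lowest SD were removed, which left 7227. The platform annotation named the gene of 743 probe sets, for 660 genes, so that statements on named genes and on 20 lists of genes cover only this part of the array. Differences were tested with limma and Benjamini-Hochberg adjusted p-values, and gene lists with camera, at a preset correlation of 0.01 between genes, adjusted over 260 tests. Of 22 list calls, 2 held with an estimated correlation and 14 with fry, which asks only whether the genes of a list moved one way.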

We used the Affymetrix tomato genome array to profile expression of genes in plants inoculated with spores of the fungal pathogen *Botrytis cinerea*, an important pathogen of tomato and many other horticultural crops. Disease lesion measurements performed on plants used in the same experiment confirmed primed resistance against *B. cinerea* infection (Supplementary Figure 1C). After data normalisation and filtering, we applied a principal component analysis (PCA) to provide an overall picture of the impact of priming and infection across the full data set. 

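The expansins EXP2 and EXP5, the xyloglucan enzyme XTH7, the gibberellin 20-oxidase 20ox-2 and the zeaxanthin epoxidase ZEP had negative loadings on PC1, with signals higher at 0 h, while the ethylene receptors ETR3 and ETR4 and the ethylene transcription factors EIL1 and JERF3 had positive loadings. They are named because their loadings ranked high among named genes, a choice made after their values were seen, and do not stand for their groups: of 28 ethylene genes, 12 were higher and 7 lower in control mock leaves at 12 h than at 0 h (adjusted p = 0.617 for the list with camera). PC1 scores averaged -91.6 ± 4.78 (SD, n = 12 arrays) at 0 h, -1.92 ± 7.17 (n = 11) at 6 h, 46.2 ± 5.98 (n = 12) at 9 h and 47.2 ± 6.72 (n = 12) at 12 h, so that 9 h and 12 h differed by less than the spread between arrays. Differences between time points held 98.9% of the variance of PC1 (permutation test, p = 1e-05, the smallest that 100000 permutations can give), 53.4% of that of PC2 and 44.3% of that of PC3. Differences between mock and Botrytis inoculation within time points held 15% of the variance of PC2 and 25.5% of that of PC3. PC1, PC2 and PC3 held 46.6%, 11.6% and 9.59% of all variance over the 7227 probe sets.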

The largest source of variation, represented by PC1, was time, whilst PCs 2 and 3 represent treatment effects. Plots of PC2 and PC3 against PC1 clearly reveal the primed transcriptional response to infection (Figure 3). 

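At 0 h, the transcription factor genes CBF1, HY5, DREB3 and NAC1 had lower signals in leaves of BABA-treated plants than in leaves of control plants, and LePCL1 had a higher one. CBF1, which encodes a transcription factor of the cold response, had a log2 signal of 6.94 ± 0.384 (SD, n = 6 arrays) in BABA-treated and 8.73 ± 1.16 (n = 6) in control plants, a difference of -1.79 (SE 0.223, adjusted p = 1.84e-06). HY5, which encodes a transcription factor of light signalling, differed by -0.94 (SE 0.119, adjusted p = 1.84e-06), and DREB3, NAC1 and the auxin response repressor IAA3 by -0.89, -1.05 and, on 1 of its 2 probe sets, -0.98. The difference of LePCL1 was 0.86 (SE 0.168, adjusted p = 0.000867) in BABA-treated plants. Of 28 genes of ethylene biosynthesis and signalling, 5 were lower and none was higher (11 lower when adjusted over the list alone), among them the response factor ERF3 at -0.99 and the ACC synthase ACS6 at -0.92; the list had an adjusted p of 5.97e-06, and an adjusted p = 0.226 with an estimated correlation. The list of the circadian clock held only 3 genes, the photoreceptor gene PHYA, CO1 and CRY2. PHYA (-0.61) and CO1 (-0.55) were lower. The list had an adjusted p of 0.000557 with camera, and an adjusted p = 0.0237 with an estimated correlation. These 3 genes do not stand for the clock as a whole. The jasmonate transcription factor MYC2 (-0.75), the MAP kinase MPK3 (-0.55 on the most intense of its 3 probe sets) and NPR1 (-0.32), a regulator of salicylate responses, were also lower; NPR1 no longer passed without BABA mock 0 h replicate 3 (adjusted p = 0.0643), control mock 0 h replicate 1 (0.0555) or control Botrytis 0 h replicate 1 (0.083). In all, 113 probe sets were higher and 257 lower in BABA-treated plants at 0 h, and 42 of these 370 differed by at least 1 on the log2 scale. In mock-inoculated leaves alone 338 differed at 0 h, against 0 at 6 h, 0 at 9 h and 1 at 12 h (60, 146 and 728 at an unadjusted p under 0.05 from limma; with array weights 0, 0 and 61). Over the 370 probe sets, the median difference in mock-inoculated leaves, signed as at 0 h, was 7.4% of its 0 h value at 6 h, -1.89% at 9 h and 7.32% at 12 h, and in Botrytis-inoculated leaves 0.727%, 5.6% and 19.5%. In Botrytis-inoculated leaves 41 probe sets differed at 0 h, 48 at 6 h, 1 at 9 h and 59 at 12 h, and leaving out 1 array moved the counts at 6 h to between 0 (without control Botrytis 6 h replicate 1) and 432 (without BABA Botrytis 6 h replicate 2), and at 12 h to between 2 (without control Botrytis 12 h replicate 2) and 46. The count of 370 at 0 h was 230 without control mock 0 h replicate 1, 243 without control mock 0 h replicate 2, 210 with all 48 arrays and 1608 with array weights. Leaving out 1 array moved the 338 in mock-inoculated leaves to between 156 and 509. The 41 in Botrytis-inoculated leaves fell to as few as 24.

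**Figure D1:**
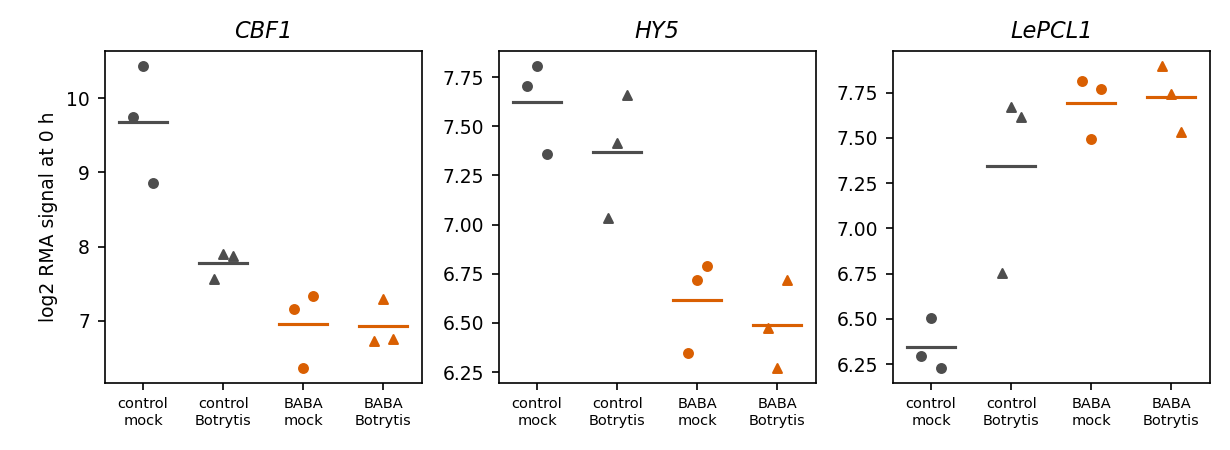
Log2 RMA signal of CBF1, HY5 and LePCL1 at 0 h, with 1 point for each of 3 arrays per group and a line at the group mean. Signals of CBF1 and HY5 lie lower in both groups of BABA-treated plants, and those of CBF1 and LePCL1 also differ between the mock and Botrytis groups of control plants.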

At *t* = 0, all samples cluster together, indicating similar patterns of gene expression in all treatment groups and therefore no substantial sustained transcriptional response to the original BABA treatment. At 6, 9, and 12 h after inoculation, there is separation of the data along PC2 and PC3 that reflects the impact of *Botrytis* infection. However, at 6 h, the response to infection is much more apparent for the BABA-treated plants, which tend to separate clearly from the mock-inoculated leaves, whilst infection has a much smaller impact on leaves from control plants. This suggests that priming leads to a more rapid response to pathogen infection (Figure 3).

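At 12 h, TSI-1, DES and THT1-3 had higher signals in infected leaves of both arms, and 3 photosynthesis genes had lower signals in those of control plants. TSI-1, which encodes a pathogenesis-related protein, had a log2 signal of 11.09 ± 0.684 (SD, n = 3 arrays) in infected and 6.73 ± 1.63 (n = 3) in mock-inoculated leaves of control plants, a log2 fold change of 4.36 (adjusted p = 0.00029). In BABA-treated plants its log2 fold change was 2.95 (adjusted p = 0.0205), a call that ended without BABA mock 12 h replicate 2 (2.20) or 3 (2.57) or any of the 3 infected arrays (adjusted p from 0.05 to 0.235). DES, the divinyl ether synthase of oxylipin metabolism, rose by 3.54 in control and 3.66 in BABA-treated plants (SE 0.696 for each), and THT1-3, which encodes a tyramine hydroxycinnamoyl transferase, by 3.48 and 2.97. Of 12 genes of PR proteins, 3 rose in control plants at 12 h (4 rose and 1 fell when adjusted over the list alone), among them the chitinase CHI14 at 1.75; the list had an adjusted p of 0.0284, and an adjusted p = 0.604 with an estimated correlation. Of 28 ethylene genes 4 rose (7 when adjusted over the list alone), led by the ACC synthase ACS2 at 2.16, with an adjusted p of 0.0117 for the list and an adjusted p = 0.44 with an estimated correlation. All 3 measured genes of photosynthesis, the chlorophyll-binding protein genes CAB4, CAB5 and CAB6A, fell in control plants by 0.57 to 1.25 on the log2 scale, with an adjusted p of 0.0236 for the list and an adjusted p = 0.407 with an estimated correlation; CAB4 no longer passed without any of the 3 control mock 12 h arrays or control Botrytis 12 h replicate 2 or 3 (adjusted p from 0.0669 to 0.264, with -0.33 without the last). Of 7 genes of phenylpropanoid and lignin, 1 rose in BABA-treated plants at 9 h, THT1-3 at 2.52, with an adjusted p of 0.00178 for the list and an adjusted p = 0.0253 with an estimated correlation. In BABA-treated plants at 12 h, 1 of the 12 genes of PR proteins rose and 2 fell, the chitinases CHI3 (-1.52, adjusted p = 0.0476) and CHI17 (-1.33, adjusted p = 0.0241), of the 7 phenylpropanoid genes 3 rose and 2 fell, among them CCR1 (-2.12, adjusted p = 0.00636), and of the 3 photosynthesis genes CAB5 alone fell (-0.87); none of these lists passed the test there (adjusted p = 0.934, 0.752 and 0.352). The call of CHI3 ended without any 1 of the 6 arrays (adjusted p from 0.0581 to 0.187), that of CHI17 without BABA mock 12 h replicate 2 (-0.91) or 3 or BABA Botrytis 12 h replicate 2 or 3 (from 0.0969 to 0.296), that of CCR1 without BABA mock 12 h replicate 2 or 3 (0.0619 and 0.0752), and that of CAB5 without either of these 2 or any infected array (from 0.0868 to 0.281). In control plants, 113 probe sets were higher and 127 lower at 9 h, and 569 higher and 379 lower at 12 h. In BABA-treated plants, 29 were higher and none lower at 9 h (755 probe sets at an unadjusted p under 0.05 from limma), and 256 higher and 258 lower at 12 h. Leaving out 1 array moved each of these counts by over 1.5 times, to between 17 and 622 for control plants at 9 h, 393 and 1453 for control plants at 12 h, 13 and 40 for BABA-treated plants at 9 h, and 104 and 1024 for BABA-treated plants at 12 h, with the highest values without control mock 9 h replicate 1, control mock 12 h replicate 3, BABA Botrytis 9 h replicate 3 and BABA mock 12 h replicate 1 and the lowest without control mock 9 h replicate 3, control Botrytis 12 h replicate 2, BABA mock 9 h replicate 3 and BABA mock 12 h replicate 3. A difference between the responses of BABA-treated and control plants passed the test for no probe set at 9 h or 12 h (503 and 640 at an unadjusted p under 0.05 from limma, 109 and 84 with array weights), and at 12 h for 15 without BABA mock 12 h replicate 1, 14 without BABA mock 12 h replicate 2, 11 without control Botrytis 12 h replicate 3 and 2 without BABA Botrytis 12 h replicate 2.

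**Figure D2:**
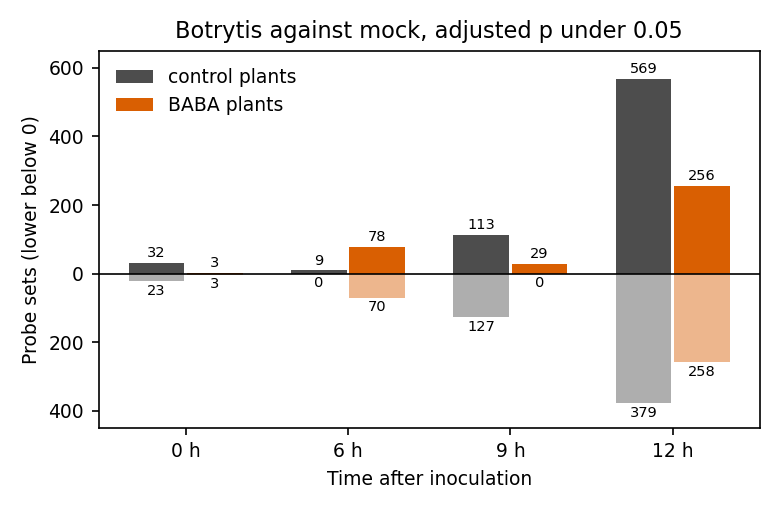
Number of probe sets higher (above 0) and lower (below 0) in Botrytis- than in mock-inoculated leaves at an adjusted p under 0.05, at each time after inoculation in control and BABA-treated plants. Control plants have 55 probe sets at 0 h, 9 at 6 h and 948 at 12 h, and BABA-treated plants 6, 148 and 514. The counts at 0 h are of differences with no time for infection.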

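At 6 h, the ethylene genes PTI5 and ETR6 and ZEP, a gene of abscisic acid synthesis, rose in BABA-treated plants, and PTI5 rose in control plants too. The ethylene response factor PTI5 rose by 2.00 on the log2 scale (SE 0.363, adjusted p = 0.00455, 3 arrays against 2) in BABA-treated plants and by 1.69 (SE 0.325, adjusted p = 0.00834, 3 arrays against 3) in control plants. In the left-out BABA mock 6 h array, PTI5 had a log2 signal of 10.1, against 5.44 and 5.90 in the 2 kept arrays. The size of its rise in BABA-treated plants thus depends on leaving that array out. The ethylene receptor ETR6 rose by 1.20 and ZEP by 1.20 in BABA-treated plants, and THT1-3 by 2.11 and adc1 by 0.85 and 0.86 on 2 of its 4 probe sets in control plants. PTI5 and ETR6 were the 2 of 28 ethylene genes that passed the test in BABA-treated plants at 6 h, and the list did not (adjusted p = 0.657). ETR6 and ZEP no longer passed without either BABA mock 6 h array or without BABA Botrytis 6 h replicate 1 or 3 (adjusted p from 0.0679 to 0.248), nor PTI5 without BABA mock 6 h replicate 3 (1.77, adjusted p = 0.116) and, in control plants, without control mock 6 h replicate 1 or 3 or control Botrytis 6 h replicate 2 or 3 (adjusted p from 0.0703 to 0.123). Of 5 genes of abscisic acid, ZEP alone rose in BABA-treated plants at 6 h (2 rose when adjusted over the list alone), with a median log2 fold change of 1.43, an adjusted p of 0.0284 for the list, and an adjusted p = 0.62 with an estimated correlation. At 0 h, with no time for infection, 55 probe sets differed between Botrytis- and mock-inoculated leaves in control plants and 6 in BABA-treated plants. Of all probe sets, 78 were higher and 70 lower in infected leaves of BABA-treated plants at 6 h, and 9 were higher and none lower in control plants (288 at an unadjusted p under 0.05 from limma). A difference between these responses passed the test for no probe set (402 at an unadjusted p under 0.05 from limma, 2 with all 48 arrays), and for 7 without BABA Botrytis 6 h replicate 2, 6 without control Botrytis 6 h replicate 2 and 1 without BABA mock 6 h replicate 3, BABA Botrytis 6 h replicate 1 or control mock 6 h replicate 1. The named genes nearest to it were adc1 (-0.69 on 1 probe set), the DELLA protein gene GAI (1.01) and the shikimate kinase gene SK (-0.57), each with an adjusted p of 0.814. In the plane of PC2 and PC3, the centres of infected and mock-inoculated arrays lay 51.2 apart in BABA-treated plants (exact permutation test, p = 0.2) and 12.3 apart in control plants (p = 0.8), where 0.1 is the smallest p either comparison can give; the difference between the distances was not tested. The 148 calls in BABA-treated plants became 13 without BABA mock 6 h replicate 1, 6 without BABA mock 6 h replicate 3, 7 without BABA Botrytis 6 h replicate 1, 464 without BABA Botrytis 6 h replicate 2, whose mean spike-in signal of 11.95 stood above the others, 98 without BABA Botrytis 6 h replicate 3 and 814 with all 48 arrays. The 9 calls in control plants became 5 without control mock 6 h replicate 1 or control Botrytis 6 h replicate 3, 23 without control Botrytis 6 h replicate 1 and 1 with all 48 arrays. From the separation of infected and mock-inoculated leaves at 6 h, the paper proposes that primed plants respond faster to the pathogen.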

**FIGURE 3:**
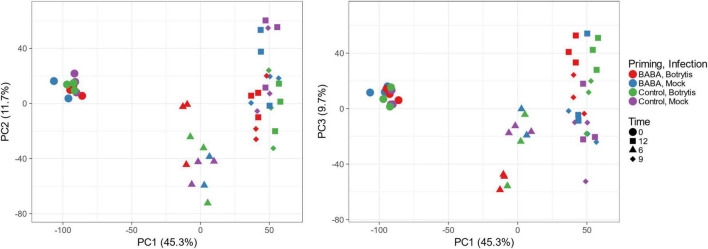
Principal component analysis of transcriptomic responses to *Botrytis cinerea* infection in leaves of control and BABA-primed tomato plants. PCA was performed using the Affymetrix signals from the 7767 probe sets remaining after initial filtering. Each data point represents a single RNA sample, collected from a pool of 16 inoculation sites from two leaves each from two independent plants. Colours are used to identify treatment and the different shapes indicate time points after inoculation.

Genes differentially expressed between mock- and pathogen-inoculated leaves were identified using a statistical method that considers the full time course to identify differentially expressed genes (DEGs). 

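At 12 h, a gene of a cell wall protein and a sugar transporter gene, both DEGs over the time course, rose in both arms. Xegip, which encodes an inhibitor of xyloglucan-degrading enzymes, rose at 12 h by 3.47 on the log2 scale (SE 0.328, adjusted p = 1.78e-09, 3 arrays against 3) in control plants and by 2.73 (SE 0.328, adjusted p = 5.99e-07, 3 against 3) in BABA-treated plants. The hexose transporter gene HT2 rose by 2.79 and 2.08. In control plants, the mitochondrial small heat shock protein gene MTSHP rose by 2.30 (adjusted p = 0.0665 without control mock 9 h replicate 3) and ER21 by 2.69 at 9 h. With limma's moderated F test over the contrasts of Botrytis against mock at 4 time points, fitted for each arm, 372 probe sets were DEGs in control plants and 228 in BABA-treated plants (1686 and 1826 at an unadjusted p under 0.05). The difference between the arms over all time points passed the same test for 9 probe sets, among them those of the arginase ARG2, of CYP85A1, an enzyme of brassinosteroid synthesis, and of WRKYIId-1. This count was 441 with array weights, 3 without BABA Botrytis 0 h replicate 2, control mock 0 h replicate 1 or control mock 0 h replicate 2, 14 without control Botrytis 12 h replicate 3, 16 without BABA Botrytis 6 h replicate 2 and 22 without control mock 0 h replicate 3. All 9 were DEGs in control plants, and 2 of them also in BABA-treated plants. At single time points, a difference passed the test for 35 probe sets at 0 h, and for none at 6, 9 or 12 h. Those of ARG2, CYP85A1 and WRKYIId-1 were among the 35. The 9 therefore need not reflect later responses to infection. With the replicate number as a block there were 197 DEGs in control and 40 in BABA-treated plants, with an ordinary F test 267 and 118, and at an adjusted p under 0.01 140 and 61. The order of the arms turned with array weights, at 1370 DEGs in control and 2617 in BABA-treated plants, and with a single fit of all 48 arrays, an alternative chosen after the data were seen, at 379 and 730. It also turned without BABA mock 12 h replicate 1, at 1229 DEGs in BABA-treated plants, without BABA Botrytis 6 h replicate 2 at 577, without BABA Botrytis 9 h replicate 3 at 458 and without BABA mock 9 h replicate 3 at 390, and a further 15 single arrays left out gave 81 to 151. In control plants, leaving out 1 array gave 186 to 589, with 4 arrays moving the count by over 1.5 times: control Botrytis 6 h replicate 1 (589), control mock 12 h replicate 1 (203), control mock 12 h replicate 2 (214) and control Botrytis 12 h replicate 2 (186), and without any of the last 3 the order turned too.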

Using this approach to identify pathogen responsive DEGs separately from control and primed plants, we found 445 DEGs responding to infection in control plants and 935 from BABA treated plants (Supplementary Tables 3A,B), suggesting that not only was the response to infection earlier in primed plants, but also more extensive. 

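Among the DEGs that both arms shared were the ACC synthase genes ACS1A and ACS2, the hexose transporter gene HT2, Xegip and the tyramine hydroxycinnamoyl transferase genes THT1-3 and THT7-1. The 2 lists of 372 and 228 probe sets shared 104, whereas independent lists of these sizes would share 11.7 (one-sided Fisher's exact test, p = 2.06e-76), and probe sets are not independent of each other. This left 268 DEGs unique to control plants, such as ARG2, AOS and MTSHP, and 124 unique to BABA-treated plants, such as NCED1, LE16 and ltpg1. Of these unique DEGs, 7 in control plants and 0 in BABA-treated plants passed the test of a difference between the arms over all time points, so for the others a call in 1 arm alone does not show that the arms differed. That test includes 0 h, the only single time point at which a difference passed. Of the 268 unique to control plants, 48 had their largest change at 0 h. Leaving out 1 array gave 22 to 1033 DEGs unique to BABA-treated plants, with 21 arrays moving the count by over 1.5 times, and 105 to 481 unique to control plants. Without BABA mock 12 h replicate 1, 196 DEGs were common and 1033 unique to BABA-treated plants. Leaving out any 1 of the other 12 h arrays of BABA-treated plants gave 59 to 64 common DEGs. With array weights 707 were common, 663 unique to control plants and 1910 unique to BABA-treated plants.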

Of the DEGs identified by this analysis, 188 were common to both control and BABA treatment groups, leaving 257 DEGs unique to control plants and 747 unique to primed plants (Supplementary Table 3C). Each of these three main groups of DEGs was classified by hierarchical clustering of the responses to infection (fold-change values) of control plants and primed plants at each time point. Then, co-expressed genes in each group were analysed by GO term enrichment (Figure 4). 

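The ACC synthase genes ACS1A and ACS2, THT7-1 and the shikimate kinase gene SK rose in both arms at 12 h. ACS1A rose by 1.59 on the log2 scale (SE 0.281, adjusted p = 0.000173, 3 arrays against 3) in control and by 1.31 (SE 0.281, adjusted p = 0.00366, 3 against 3) in BABA-treated plants. THT7-1 rose by 0.99 and 0.88, and SK by 0.78 and 0.64. Of 28 ethylene genes, 3 rose in BABA-treated plants at 12 h, ACS2 by 1.29 among them, and the list did not pass the test there (adjusted p = 0.0545). Of the 104 DEGs common to both arms, 100 had a higher signal in infected leaves of both arms at 12 h, 3 a lower signal in both and 1 an opposite sign, and 98 passed the test at 12 h in control plants and 95 in BABA-treated plants. Their median log2 fold change at 12 h was 1.84 in control and 1.41 in BABA-treated plants, with a median difference per DEG of -0.33 (quartiles -0.53 and -0.13). A difference between the arms at 12 h passed the test for none of the 104.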

The group of common DEGs was comprised mainly of genes upregulated at 12 h after infection with similar levels in control and BABA plants. These genes were enriched in GO terms associated with amino acid metabolism, carboxylic acid metabolism and general stress responses. 

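Of 5 genes of the shikimate pathway and of aromatic amino acid synthesis, 3 rose at 12 h in each arm: the chorismate synthase gene CS1, SK and the dehydroquinate synthase gene DHQS. CS1 rose by 0.87 on the log2 scale (SE 0.162, adjusted p = 0.000349, 3 arrays against 3) in control plants and by 0.71 (SE 0.162, adjusted p = 0.00592) in BABA-treated plants, and DHQS by 0.56 and 0.33. In BABA-treated plants, CS1 no longer passed without BABA mock 12 h replicate 2 or 3 (adjusted p = 0.103 and 0.0563), nor DHQS without either of these or any of the 3 infected arrays (from 0.0596 to 0.222). The list had an adjusted p of 0.00363 in control plants, with an adjusted p = 0.362 with an estimated correlation, and of 0.0189 in BABA-treated plants, with an adjusted p = 0.44 with an estimated correlation. Of these 5 genes, SK was a common DEG, and CS1 and DHQS were DEGs in control plants alone. Of 2 genes of sugar starvation and amino acid catabolism, the glutamate dehydrogenase gene gdh1 rose by 1.00 (adjusted p = 0.0284) and AGAL fell by 0.69 (adjusted p = 0.00561) in control plants. Neither passed without control mock 12 h replicate 2 (0.57 and -0.53, adjusted p = 0.283 and 0.0772) or control Botrytis 12 h replicate 2 (0.79 and -0.56, adjusted p = 0.18 and 0.0711), nor gdh1 without control mock 12 h replicate 1 (adjusted p = 0.0696).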

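DEGs unique to BABA-treated plants had larger changes in those plants, and DEGs unique to control plants had larger changes in control plants, each at the time point of its largest change. At the time point of its largest change in BABA-treated plants, 119 of 124 DEGs unique to these plants changed more there than in control plants (96%, 95% exact binomial interval 90.8% to 98.7%, which treats probe sets as independent), and 89.5% had the same sign in both arms. Their median absolute log2 fold change was 0.957 in BABA-treated and 0.309 in control plants. Of the 268 DEGs unique to control plants, 261 (97.4%) changed more in control plants at the time point of their largest change there and 78.7% had the same sign, with medians of 0.905 and 0.341. A list called in 1 arm and read at its largest change in that arm favours that arm, and at fixed time points 84.7% of the 124 changed more in BABA-treated plants at 6 h, 59.7% at 9 h and 71% at 12 h. Of the 268 unique to control plants, 34.3% changed more in control plants at 6 h, 71.6% at 9 h and 84.7% at 12 h. At 6 h most thus changed more in BABA-treated plants, but the median absolute changes were small, 0.229 there and 0.128 in control plants. Spread between arrays enlarges absolute changes, and only 2 arrays of BABA mock at 6 h were kept. The 6 h shares of both lists therefore cannot tell a larger response of BABA-treated plants from noisier values. The largest change lay at 12 h for 60 of the 124 and at 6 h for 48. A difference between the arms over all time points passed the test for 0 of the 124.

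**Figure D3:**
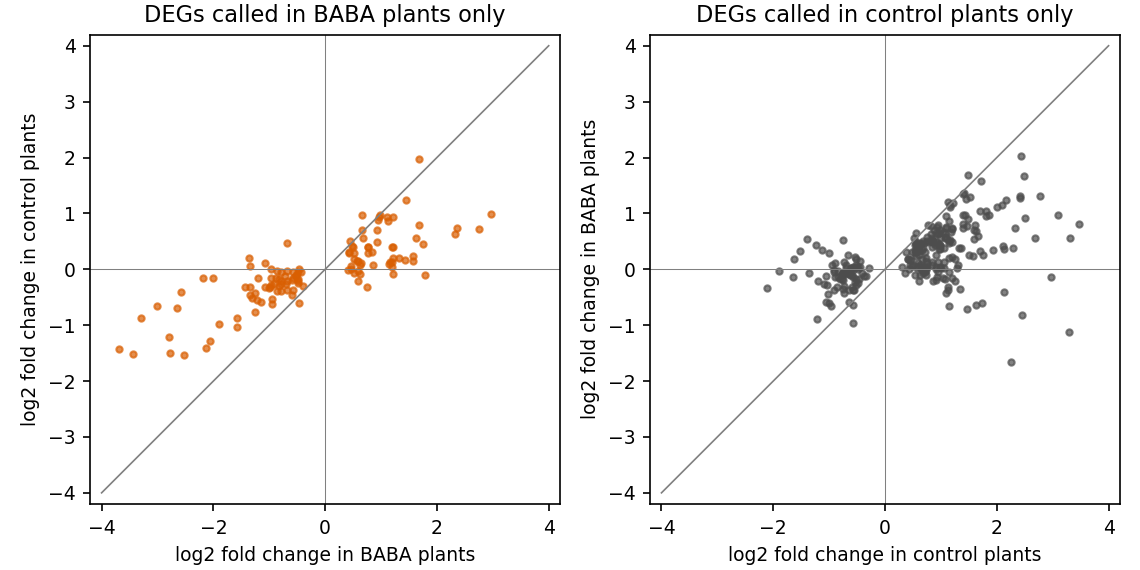
Log2 fold change of Botrytis against mock in 1 arm against that in the other, at the time point of the largest change in the arm on the horizontal axis, for 124 DEGs unique to BABA-treated plants (left) and 268 unique to control plants (right). The line marks equal changes, and most points of both panels lie nearer to the horizontal axis.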

The DEGs unique to the BABA treated plants are candidates for primed genes, and comparisons of their expression patterns confirmed for the large majority of these genes, that whilst patterns of expression across the time course of infection were similar for both control and primed plants, the magnitude of the transcriptional response was greater in the primed plants. Notable GO terms associated with one major cluster from this category relate to abscisic acid signalling and cell walls, both of which are key elements of resistance to *B. cinerea* (Asselbergh et al., 2007; Vicedo et al., 2009). 

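All 5 measured genes of abscisic acid had lower signals in infected than in mock-inoculated leaves of BABA-treated plants at 12 h. Here, rose and fell compare these leaves at the same time point, not with 0 h. NCED1, the 9-cis-epoxycarotenoid dioxygenase that limits abscisic acid synthesis, had a log2 signal of 6.34 ± 0.240 (SD, n = 3 arrays) in infected and 10.02 ± 1.72 (n = 3) in mock-inoculated leaves, a log2 fold change of -3.68 (SE 0.844, adjusted p = 0.00607). The dehydrin gene TAS14 fell by 5.91 (SE 1.60, adjusted p = 0.02). LE16, an abscisic acid-induced lipid transfer protein gene, had -3.01 and the transcription factor gene AREB1 -1.68, both past the test. Leaving out BABA mock 12 h replicate 2 or 3, or any of the 3 infected arrays of BABA-treated plants at 12 h, ended the call of TAS14 (-5.21, -5.08, -5.97, -5.75 and -6.00, adjusted p from 0.0517 to 0.148) and of AREB1 (adjusted p from 0.0823 to 0.233), and the first 2 also that of NCED1 (-3.32 and -3.07, adjusted p = 0.0617 and 0.0809), while LE16 passed without any 1 array of these groups. The list had a median of -3.01 and an adjusted p of 6.51e-05, and an adjusted p = 0.362 with an estimated correlation. In control plants at 12 h only ZEP of these 5 passed the test, at -0.91 (adjusted p = 0.0376; not without control mock 12 h replicate 1 or 2 or control Botrytis 12 h replicate 2 or 3, at adjusted p from 0.0766 to 0.28), and NCED1 had -1.43. The list's difference between the arms at 12 h had an adjusted p of 0.0373, and an adjusted p = 0.624 with an estimated correlation, while no single gene's difference passed the test. The paper names abscisic acid and cell walls from these same arrays, so the lists of both are not independent evidence. Of the 5 genes, NCED1, LE16 and ZEP were DEGs unique to BABA-treated plants, among 19 such genes of 513 named genes tested (Fisher's exact test, adjusted p = 0.0248 over 20 lists in 3 groups of DEGs). Fisher's test takes genes as independent, but these 3 varied together. Their deviations between arrays of a group had r = 0.963, 0.785 and 0.814 with those of TAS14. Of 4 markers of trichomes and epidermis, LE16 and the further lipid transfer protein genes ltpg1 (-2.79) and TSW12 (-2.18) fell in BABA-treated plants at 12 h. The list had an adjusted p of 0.00431, and an adjusted p = 0.274 with an estimated correlation. TSW12 no longer passed without BABA mock 12 h replicate 2 or 3 or BABA Botrytis 12 h replicate 2 (adjusted p from 0.0599 to 0.135). LE16 is in the abscisic acid list too, and deviations of ltpg1 had r = 0.798 with those of TAS14. The marker list is therefore not separate from that of abscisic acid. Of 19 genes of cell wall remodelling, none was a DEG of either arm by the F test (tXET-B2, which is not in this list, was called by that test in BABA-treated plants alone, but at 12 h it rose by 1.67 there, not past the test without BABA mock or BABA Botrytis 12 h replicate 2 or 3 at adjusted p from 0.0531 to 0.134, and by 1.97 in control plants), and at 12 h in BABA-treated plants the beta-galactosidase TBG6 (-1.23, adjusted p = 0.0467) and the expansin EXPA4 (-0.80, adjusted p = 0.0351) fell. Neither passed without BABA mock 12 h replicate 2 or 3 or BABA Botrytis 12 h replicate 2 or 3 (adjusted p from 0.105 to 0.228 for TBG6 and from 0.133 to 0.375 for EXPA4, which had -0.52 without BABA mock 12 h replicate 2), nor TBG6 without BABA Botrytis 12 h replicate 1 (adjusted p = 0.0837). TAS14 varied more between arrays of a group than any other of the 7227 probe sets, with an SD of 2.05 against a median of 0.195. In mock-inoculated leaves of BABA-treated plants at 12 h its log2 signal ran from 8.47 to 13.18, in infected leaves from 5.29 to 5.81. In these mock-inoculated leaves TAS14 was higher by 5.43 at 12 h than at 0 h (limma, adjusted p = 0.00321), a contrast chosen after the results were seen. Of the 5 abscisic acid genes, 3 were higher and 1 lower in that contrast. The lower signals of infected leaves at 12 h are thus set against mock leaves that had themselves changed.

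**Figure D4:**
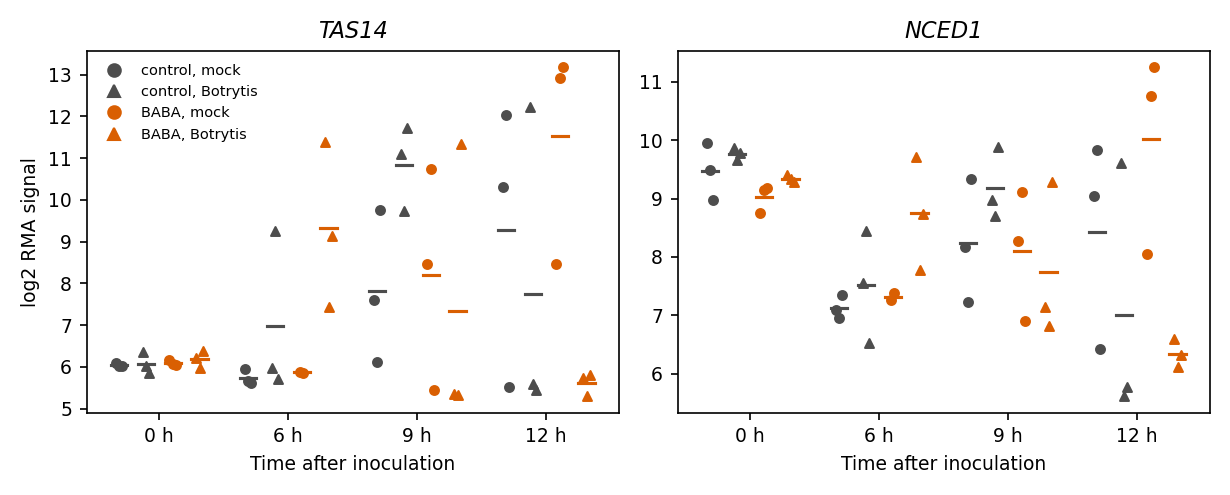
Log2 RMA signal of TAS14 and NCED1 at each time after inoculation, with 1 point per array and a line at the mean of each group of 3 arrays (2 for BABA mock at 6 h). From 6 h on, arrays of 1 group lie up to several log2 units apart, and at 12 h all 3 infected arrays of BABA-treated plants lie below the 3 mock arrays.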

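Jasmonate, wound and heat shock genes were among the DEGs unique to control plants. AOS was higher in Botrytis- than in mock-inoculated leaves by 1.35 on the log2 scale at 0 h (SE 0.315, adjusted p = 0.0233, 3 arrays against 3) and by 1.04 at 12 h (adjusted p = 0.0251), but the 0 h call ended without any 1 of the 6 arrays (adjusted p from 0.0663 to 0.11) and the 12 h call without control mock 12 h replicate 1 or 2 or control Botrytis 12 h replicate 1 or 2 (from 0.0639 to 0.2). ARG2, a jasmonate-induced arginase gene measured by 3 probe sets, was higher at 0 h in control plants by 2.13, 3.31 and 3.48, each past the test, and passed the test on none of them at 6, 9 or 12 h (lowest adjusted p = 0.77). At 0 h no time had passed since inoculation, so differences at 0 h do not show a response to infection. The small heat shock protein gene HSP17.4 rose by 1.32 at 9 h, the oxophytodienoate reductase gene opr2 by 1.22 (adjusted p = 0.0714 without control mock 12 h replicate 2 and 0.0841 without control Botrytis 12 h replicate 1) and the polyphenol oxidase gene ppo by 0.96 at 12 h. Of 7 jasmonate- and wound-responsive defence genes, ARG2 and ppo were DEGs unique to control plants, and of 10 genes of jasmonate and oxylipin biosynthesis AOS and opr2 were. Of 28 ethylene genes, ACS6 and ETR4 were, and of 5 genes of arginine and polyamines ARG2 and adc1. A call by the F test in control plants alone does not show that a gene did not change in BABA-treated plants, where at 12 h, with all arrays, opr2 rose by 1.19 (adjusted p = 0.0208), ppo by 0.66 (adjusted p = 0.00888), ACS6 by 0.79 (adjusted p = 0.0367) and adc1 by 0.53 and 0.55 on 2 of its probe sets. Without BABA mock 12 h replicate 2 or 3, opr2, ppo, ACS6 and adc1 (on the latter probe set) no longer passed there (adjusted p from 0.0706 to 0.332), nor opr2 without BABA Botrytis 12 h replicate 1 or 2, ppo without replicate 1 or ACS6 without any of the 3 infected arrays (from 0.0599 to 0.111). None of the 20 lists was over-represented among the 36 named genes unique to control plants (Fisher's exact test, lowest adjusted p = 0.419, for the lists of arginine and polyamines and of the shikimate pathway). In control plants at 0 h, the jasmonate- and wound-responsive list was higher in Botrytis- than in mock-inoculated leaves with a median of 1.81 and an adjusted p of 5.06e-05, and an adjusted p = 0.165 with an estimated correlation; at 0 h, 1 of its 7 genes passed the test (3 when adjusted over the list alone).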

GO terms linked with stress responses and stress-related hormone signalling were also enriched in the list of genes responding to infection only in control plants.

**FIGURE 4:**
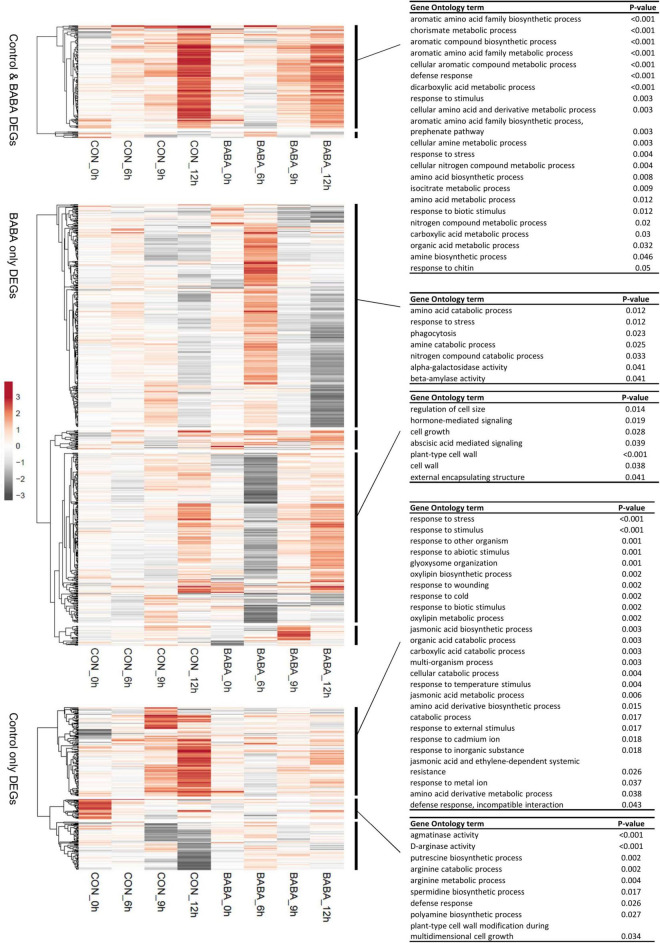
Expression profiles of genes exhibiting differential expression in response to *Botrytis cinerea* infection. Hierarchical clustering was used to separately profile genes from three main categories (those differentially expressed only in control plants, only in BABA-primed plants, or in both) Clustering was performed based on log2 fold-change values (*Botrytis*-inoculated relative to mock-inoculated leaves) at each time point (0, 6, 9, and 12 h post-inoculation) in control (CON) and BABA-treated leaves. Clustering of genes (rows) is based on correlation distance clustering and average linkage. Unit variance scaling was applied to rows, but values are not centred. Grey shading represents the degree of down-regulation (negative log_2_ fold-change values) in infected tissues of a gene at that particular time point, whilst up-regulation (positive log_2_ fold-change values) are shown in orange, and white indicates no difference in transcript levels between mock and pathogen-infected leaves. Functional profiling of the major clusters was performed using GO term enrichment analysis. Where identified, statistically significant GO terms are listed on the right of the figure.

We next considered whether genes primed by BABA for a stronger response to *B. cinerea* infection might also be targets for altered cytosine methylation. To this end, we identified genes that overlap with CG, CHG and CHH DMRs in their transcribed region or in their promoter region. Sites representing gain and loss of methylation were considered separately for CG and CHG contexts, for which both hyper- and hypoDMRs had been identified (Figure 1B). Lists of genes overlapping hyper- and hypoDMRs in each sequence context are provided in Supplementary Table 2. We next compared the frequency of genes containing DMRs in the lists of DEGs with their frequency in the whole genome (Table 2). Genes with CG or CHG DMRs were generally under-represented or showed no enrichment in the lists of DEGs in all three categories (control only, control and BABA, BABA only). Under-representation of CG and CHG DMRs was especially noticeable for DEGs identified only in control plants (i.e., in the absence of BABA), although with one exception, the degree of under-representation of CG and CHG DMRs was generally not statistically significant. In contrast, CHH hypoDMRs were significantly enriched in the promoters of all DEGs and in the gene body of those DEGs unique to BABA-treated plants (Table 2). Despite the significant enrichment of CHH DMRs in DEGs, the proportion of DEGs with DMRs was still relatively small (∼5% in gene bodies and 15% in promoters), and alignments of annotated gene features did not identify any obvious differences between the overall methylation pattern of primed genes and the pattern seen in the whole genome for any of the three sequence contexts (Figure 5).

**TABLE 2:** Representation of DMRs amongst the three main categories of DEGs.

	CG Gain		CG Loss		CHG Gain		CHG Loss		CHH Loss	
	Gene	Promoter	Gene	Promoter	Gene	Promoter	Gene	Promoter	Gene	Promoter
Control only	0.45	0.26	0.78	0.67	0.50	0.00	0.39*	0.87	1.72	1.55*
BABA and control	0.30	0.34	0.51	1.46	0.66	0.87	0.52	1.03	1.50	1.89**
BABA only	1.01	1.24	0.68	1.15	0.61	0.92	0.98	1.12	1.64**	1.72***

Figures show the enrichment of DMRs in DEG lists (proportion of genes in the DEG list containing DMRs relative to the proportion of genes with DMRs in the whole genome). Enrichment was calculated separately for hypermethylation (gain) and hypomethylation (loss) in CG, CHG, and CHH methylation contexts in the transcribed region (Gene) and promoter region of each gene. Asterisks represent statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001 by Fisher’s exact test).

**FIGURE 5:**
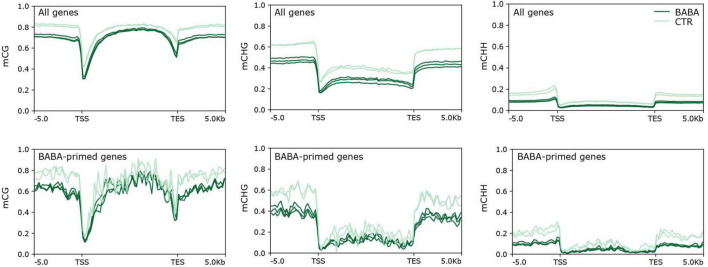
Methylation density alignments for mCG, mCHG and mCHH methylation across standardised profiles for all tomato genes, and for *Botrytis*-responsive, BABA-primed genes. X-axes show 5 kb distances upstream of the transcription start site (TSS) and transcription end site (TES) of the standardised genes. Plots show proportions of methylated cytosines for control (pale green) and BABA primed (dark green) methylomes.

## Discussion

A wide variety of biotic stressors and chemical treatments, including BABA, can trigger priming of IR. Under the appropriate conditions, such priming effects can be long-lasting. Here, we show that root drenching tomato plants at the seedling stage with 0.5 mM BABA provides long-lasting priming of both SA- and JA-dependent resistance, effective against *P. syringae* and *B. cinerea* respectively. This treatment was chosen on the basis of previous dose-response experiments that indicated that inhibition of growth of 2- to 3-week-old plants becomes significant at concentrations of 1 mM and above (Luna et al., 2016). Although BABA caused a temporary reduction in seedling growth, control and primed plants were morphologically similar at the time we measured defence responses and DNA methylation profiles. Transcriptome analysis following inoculation with *B. cinerea* was consistent with a typical pattern of priming for an enhanced future stress response. There was no sustained effect of BABA treatment on gene expression (expression profiles were similar in control and primed plants prior to inoculation), but root drenching of seedlings led to an earlier and stronger transcriptional response to subsequent infection (Figures 3, 4). Functional classification of genes forming co-expressed clusters based on transcriptional responses to *B. cinerea* infection revealed many expected processes, such as stress-related hormone biosynthesis and signalling, secondary metabolism, cell wall metabolism and other general stress response categories. In addition, numerous GO terms related to amino acid and carboxylic acid metabolism were enriched. These observations are consistent with previous transcriptomic and metabolomic surveys of similar priming responses (Bengtsson et al., 2014; Finiti et al., 2014; Camañes et al., 2015). Whilst we identified no major differences in gene expression between controls and BABA-primed plants before inoculation, WGBS of uninfected plants revealed substantial differences in DNA methylation between these two groups, and in particular, hypomethylation at CHH positions in the chromosome arms.

### Effects of Environmental Stress on DNA Methylation

Various studies over recent years have used whole genome methylation sequencing approaches to investigate the role of DNA methylation in plant responses to environmental stress, particularly in the context of long-term epigenetic stress memory and priming (e.g., Wibowo et al., 2016; Colicchio et al., 2018; Stassen et al., 2018; Song et al., 2020; Wang et al., 2021). These and other similar studies typically find dynamic responses, including frequent observations of CHH hypomethylation following stress. For example, decreased DNA methylation has been observed following infection by bacterial and fungal pathogens (Pavet et al., 2006; Dowen et al., 2012; Geng et al., 2019) and by plant parasitic nematodes (Hewezi et al., 2017; Atighi et al., 2020). In terms of abiotic stress, a net reduction in methylation also occurred following cold stress in Tartary buckwheat (Song et al., 2020), whereas methylation levels increased following exposure to salinity stress in Arabidopsis and rice (Wibowo et al., 2016; Wang et al., 2021). In some cases, differentially methylated regions (DMRs) have been suggested to co-localise with stress responsive genes, suggesting direct regulation of expression by DNA methylation (Colicchio et al., 2018; Atighi et al., 2020; Song et al., 2020; Wang et al., 2021). In contrast, other studies failed to establish direct links between differential methylation and gene expression, suggesting instead that where changes in DNA methylation result in stress-induced changes in transcriptional activity, this occurs via *in trans* regulatory interactions, in which the methylation status at one or more chromosomal loci has long-range effects on other regions of the genome (López Sánchez et al., 2016; Cambiagno et al., 2018; Stassen et al., 2018; Xu et al., 2018; Furci et al., 2019).

Leaves of tomato plants treated with BABA carried a clear epigenetic signature of priming 7 days following treatment, consisting of a significant global reduction in cytosine methylation in all three sequence contexts. This is consistent with observations of Kuźnicki et al. (2019), who, using immunological approaches, detected a general reduction in global methylation upon BABA priming of potato plants. These authors also found rapid changes in the expression of genes encoding enzymes involved in both DNA methylation (*CHROMOMETHYLASE 3* and *DOMAINS REARRANGED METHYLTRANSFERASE 2*) and demethylation (*DEMETER-LIKE DNA DEMETHYLASE 2* and *REPRESSOR OF SILENCING 1*) in response to BABA treatment. In our experiments with primed tomato leaves, the close to 50% reduction in the frequency of mCHH in the genome was particularly striking (Figure 1A), and whilst the net reduction in CG and CHG methylation reflected a balance of both hyper- and hypomethylation (as determined by identification of DMRs), almost all CHH DMRs were hypomethylated. Furthermore, hypo-DMRs in all three contexts were concentrated in the chromosome arms, where the majority of genes and DNA TEs are localised, rather than in the pericentromeric regions which are most heavily methylated. This suggests that in our experiments, a targeted reduction of methylation, especially at CHH positions, occurred in gene-rich regions of tomato chromosomes in response to BABA priming. Interestingly, this pattern closely resembles the DNA methylation changes in nematode feeding galls in rice observed by Atighi et al. (2020). Nematode parasitism caused a global reduction in methylation, with the biggest changes seen for mCHH. Almost all (99.97%) CHH DMRs were hypomethylated, and enriched in gene promoters and in TEs from the DNA and retroelement short interspersed nuclear element families (Atighi et al., 2020). Interestingly, a similar distribution of CHH hypomethylation is observed in tomato mutants deficient in RNA-dependent DNA methylation (RdDM; Gouil and Baulcombe, 2016), suggesting that BABA may influence the methylome at least in part via reduced RdDM activity.

### Mechanisms for Priming of Stress Responses by DNA Hypomethylation

Despite the similarity of the effect of priming on the tomato methylome to responses seen following various other biotic stresses, we did not detect a widespread correspondence between differential methylation and differential gene expression. There was no enrichment of CG or CHG DMRs in genes differentially regulated by pathogen infection. However, consistent with studies discussed above, there was a significant enrichment in genes overlapping CHH hypoDMRs in our DEG lists (Table 2). Nevertheless, the overall enrichment was relatively low (less than twofold) and the total proportion of DEGs containing CHH DMRs in their promoters was only around 15% (compared with 8% across the entire genome). The majority of pathogen-responsive genes therefore do not contain DMRs (as defined under the parameters applied in our analysis). Furthermore, enrichment of genes with DMRs was similar for DEG lists identified from both control and BABA-treated plants. This suggests that either targetting of DMRs to stress responsive genes is not causally linked with transcriptional priming, or alternatively that our criteria for defining a primed gene are ineffective. For example, genes in the “control only” and “control and BABA” categories that we considered not to be primed, might exhibit enhanced expression in BABA treated leaves at time points other than those sampled here. Regardless, we did not detect differential methylation in the majority of genes exhibiting primed expression. It is likely, therefore, that the changes in DNA methylation associated with BABA treatment are predominantly linked indirectly to the transcriptional response of primed plants challenged with the pathogen. Nevertheless, the set of genes overlapping CHH DMRs was enriched for several GO terms linked with stress responses, especially in relation to oxidative stress (Table 1). Since oxidative stress is common to many biotic and abiotic stresses, the preferential CHH hypomethylation of genes linked with oxidative stress may be related to the ability of BABA to confer resistance or tolerance against a wide range of different stressors (Baccelli and Mauch-Mani, 2016; Cohen et al., 2016). Indeed, improved oxidative stress tolerance is commonly reported as a mechanism for BABA priming (e.g., Dubreuil-Maurizi et al., 2010; Pastor et al., 2013; Roylawar and Kamble, 2017). In addition, GO terms linked to general regulation were also over-represented amongst genes with CHH DMRs, which may be one mechanism for the *in trans* regulation of responses to infection by (de)methylation identified by López Sánchez et al. (2016) and Stassen et al. (2018).

In addition to the presence of CHH DMRs in the promoters and bodies of tomato genes, CHH DMRs were also highly enriched in Class II TEs, i.e., DNA transposons with TIRs. In contrast, TEs were relatively unaffected by BABA treatment at mCG positions. In tomato, TIR TEs are preferentially localised in the chromosome arms along with protein-coding genes, supporting the conclusion that BABA priming is marked by hypomethylation in the chromosome arms. Activation of TEs resulting from demethylation is a well-known response to environmental stress, and where such TEs exist close to protein-coding genes, the impact of their demethylation can extend to an influence on the expression of those genes (Negi et al., 2016; Horváth et al., 2017; Zhang et al., 2018). Several previous studies have identified priming and/or elevated transcriptional activity of stress responsive genes as a consequence of their proximity to demethylated TEs, and particularly DNA TEs (Dowen et al., 2012; Wibowo et al., 2016; Geng et al., 2019; Wang et al., 2021). Based on the patterns of changes in methylation and gene expression identified in our experiments, we suggest that priming of stress responses by BABA likely arises from a combination of direct changes in methylation at loci encoding genes that either have direct defence functions or which play regulatory roles during stress, the influence of hypomethylation at loci containing TEs on adjacent defence genes, and *in trans* regulatory effects that operate over longer distances.

### Specificity of Priming Memory

One of the most intriguing properties of BABA is the wide range of different stresses against which it confers protection, including infection by both biotrophic and necrotrophic pathogens. Biotrophic pathogen infection is typically countered by SA-dependent IR, whilst necrotrophic infection is defended via JA-IR. These two principal defence pathways are antagonistic under most circumstances; a property that is maintained by long-term priming such that priming for an enhanced capability of one pathway comes at a cost of reduced activity of the other (Luna et al., 2012; Singh et al., 2017; López Sánchez et al., 2021). This is also true where epigenetic modifications of the genome result in altered defence responses. For example, mutants in *DNA-DIRECTED POL V SUBUNIT 1* (also known as *NRPE1*), which is involved in RNA-directed DNA methylation (RdDM), display CHH hypomethylation and are resistant to biotrophic pathogens as a consequence of being primed for SA-IR, but are more susceptible to necrotrophic fungi (López et al., 2011; López Sánchez et al., 2016). Despite this well-conserved antagonism, BABA nevertheless primes both SA- and JA-dependent pathways, as demonstrated here and by numerous other studies (Baccelli and Mauch-Mani, 2016; Cohen et al., 2016; Luna et al., 2020). There is therefore an apparent contradiction between the concept of an association between hypomethylation and priming of both SA-IR and BABA-IR. However, CHH hypomethylation is by no means exclusively linked with activation of SA-IR and consequent reduced activity of alternative stress resistance pathways. For example, several hypomethylated loci that conferred biotrophic pathogen resistance were identified in a screen of recombinant inbred lines derived from the hypomethylated *decreased DNA methylation1-2* (*ddm1-2*) Arabidopsis mutant. Each of these epiQTLs conferred resistance via primed SA-IR as expected, but also promoted SA-independent deposition of callose at sites of fungal penetration (Furci et al., 2019). Furthermore, salinity tolerance and JA-dependent resistance to necrotrophs were not affected (or were even increased) in these lines. Meanwhile, CHH hypomethylation resulting from polyploidy in rice resulted in primed JA responses and enhanced salinity tolerance (Wang et al., 2021). Together, these observations suggest that CHH hypomethylation can provide a generic mechanism for priming for stress resistance, but that the resistance pathways that are affected depend on the initial stimulus that leads to the loss of CHH methylation, perhaps via the stimulus-specific generation of siRNAs that control CHH methylation at relevant genetic loci.

## Conclusion

Our data suggest a model in which the BABA seedling root drench treatment leads to remodeling of the tomato methylome, with major changes targeted toward the gene-rich chromosome arms. Differential methylation arises in all three sequence contexts, but CHH DMRs show a striking bias toward hypomethylation and are enriched in gene promoters and Class II TEs. The presence of CHH hypoDMRs is proportionately higher in the promoters of genes showing stress-responsive transcriptional activation, but many genes that demonstrate recognisable patterns of priming do not contain DMRs. We therefore conclude that CHH hypomethylation is a key feature of priming by BABA, and that it might be linked to enhanced stress resistance phenotypes through several mechanisms. Firstly, transcriptional priming of stress-responsive genes may occur through loss of CHH methylation in their own promoters or gene bodies, or via primed activity of their transcriptional regulators caused by CHH hypomethylation in those genes. Secondly, there are also likely to be more indirect mechanisms impacting more widely on local chromosome architecture, either through local effects on chromatin accessibility caused by changes in TE methylation, or by altered topology of chromosome packing in the nucleus. Testing the validity of these hypotheses remains a key challenge in our understanding of long-term stress memory in plants.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE190782.

## Author Contributions

MR, JT, EL, and RA-V conceived the study. RA-V, DW, and GH performed the experiments. MR, MC, RA-V, AB, DW, and GH analysed the data. MR and MC wrote the manuscript with contributions from RA-V, AB, EL, and JT. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://solgenomics.net

2
http://ted.bti.cornell.edu/

How the deposited data were processed for this re-analysis (not part of the article)

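The transcriptome of detached tomato leaves was measured on 48 Affymetrix GeneChip Tomato Genome Arrays, 3 for each of 16 groups of plant treatment (BABA or water), inoculation (Botrytis or mock) and time (0, 6, 9 and 12 h), each with RNA of leaves of 2 plants. The log2 values per probe set are as deposited by the authors, who background-corrected and quantile-normalized the arrays and summarised the probes with RMA; no version is given. Replicates were not pooled, and the deposited table still holds all 10209 probe sets, 171 of them control and reporter probe sets. Medians of the arrays lay between 8.50 and 8.62. The number of arrays limits the precision of every value. The bisulfite sequencing data were not analysed here.

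BABA mock 6 h replicate 2 was left out, as in the paper. From the 10038 tomato probe sets, the 10% with the lowest maximum over 48 arrays and then the 20% with the lowest SD were removed, which left 9034 and then 7227 probe sets; other readings of the same filter leave 7705 or 7350. The platform annotation pairs 909 probe sets with 1 gene, of which 743 have a gene name, 41 of these through a synonym of a placeholder symbol; the 9129 probe sets that it does not list have none. The use of synonyms was decided after the annotation was seen and before values of named genes were.

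Contrasts between groups were tested with limma 3.58.1 in R 4.3.3, with statmod 1.5.0, in 1 fit of 47 arrays and 16 groups with 31 residual degrees of freedom. DEGs of each arm were called with limma's moderated F test over 4 contrasts of Botrytis against mock, in a fit of that arm alone; the temporal test that the paper used was not used here. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 over 20 lists and 13 contrasts, adjusted over all 260 tests, again with an estimated correlation, and with fry; each gene was taken at its most intense probe set. PCA was run on 47 arrays with probe sets centred and scaled to unit variance. Permutation tests used 100000 permutations, with fewer for rho, or all splits where groups were smaller than 10. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

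The groups, the comparisons, their tests, the gene lists, the alternatives and the rule for named genes were set before the data were examined, except where an alternative or a test is said to have been chosen later. Genes were named if they were among the 10 named DEGs with the largest change in an arm whose 3 Botrytis arrays lay on 1 side of all mock arrays, among the 5 with the largest difference between arms at a time (or, where none passed, the 3 with the smallest p), among up to 4 members of a list past the test, among the 10 with the largest difference at 0 h between BABA-treated and control plants, or named by the paper. None of the genes that the paper names for DNA methylation is paired with a probe set; MET1 is the 1 gene of that list that is.

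Alternatives were no filter, a filter on level only, all 48 arrays, the replicate number as a block, a shift to 1 median, quantile normalization again, array weights, a trend and robust prior, 1 fit of 47 arrays for both arms, a fit of the arrays of a comparison alone, 6, 9 and 12 h only, an ordinary F test, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each array in turn. As a rule, same-numbered mock and Botrytis arrays were no more alike than others. Of 23 such pairs, 7 had a correlation of deviations over 0.1, with a median of -0.0292 against -0.0197 for other pairs. In control plants at 9 h, however, the same-numbered pairs had 0.415, 0.246 and 0.692. The 3 prime minus 5 prime signal, a measure of RNA quality, also went with the replicate number. In every group at 0, 6 and 9 h, it was higher in replicate 1 than in replicate 3, but mostly not at 12 h. In control mock leaves at 6 h it was 1.848 and 1.382. The main fit without a block does not take this up. Correlations between BABA and control arrays were not checked, so a pairing by number cannot be excluded. On simulated data, the test at 12 h in control plants recovered 82.1% of changes of 1 on the log2 scale and the test of the difference between arms at 12 h 65.7%, with 3 and 2 of 7027 unchanged probe sets called; the F test recovered 71.6% in control and 73.9% in BABA-treated plants, with 5 of 7027 and 13 of 6827 called in error, and that of the difference between the arms over all time points 58.2%, and 87.9% of changes of 2. The simulated noise was independent between probe sets, whereas deviations of the real arrays were shared, with 193 probe sets at r over 0.7 with TAS14. Other splits of the real arrays gave up to 382 DEGs in control plants. The simulated recoveries and error counts therefore do not describe the error of the real arrays. The covariate of 3 prime minus 5 prime signal and 1 fit of all 48 arrays were chosen after results were seen.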

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

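The tests of a difference of the 0 h harvest alone, of a response to handling and of the water status of the leaves, the slopes on TAS14, the splits with the effect of BABA removed and the comparison with the change from 0 to 6 h, were chosen after the results were seen. So was the variation of abscisic acid genes between arrays as a pattern to test, which took the place of fewer DEGs in BABA-treated than in control plants after the values under alternatives were known.

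Leaves of BABA-treated and control plants differed at 0 h in 370 probe sets, a comparison for which the paper gives no count. With the 3 prime minus 5 prime difference of each array as a covariate 393 differed, which argues against this measure of RNA quality as the whole cause. In mock-inoculated leaves the median difference was at most 7.4% of its 0 h value at 6, 9 or 12 h, and in Botrytis-inoculated leaves at most 19.5%, which is consistent with a difference of the 0 h harvest alone. A rapid response to handling in control leaves stays open. Across the 370 probe sets, control minus BABA at 0 h had r = 0.461 with the left-out array minus its group, and 0.285 across all 7227. The first lay between the bounds of 0.5 and 0.3 written down before r was computed, and genes are not independent replicates. The left-out array was taken to stand for handling because wound- and touch-responsive genes stood high in it. Neither the paper nor a label says that it was handled otherwise, so no value of r with it could decide on handling. A direct effect of BABA that fades after the leaves are detached was not tested and stays open too.

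At 6 h, 148 probe sets responded in BABA-treated and 9 in control plants, while a difference between the responses passed the test for none. With the same RNA quality covariate 248 responded in BABA-treated plants, which argues against it as the whole cause. Across probe sets, the 6 h change of BABA-treated plants had r = -0.38 with the infection response of control plants at 12 h. This met the bound set to argue against the 12 h response arriving earlier. However, slopes on TAS14 between arrays had r = 0.67 with the first change and -0.562 with the second. Variation between arrays could thus give a negative r by itself, and an earlier 12 h response is left open. That the infected BABA leaves stood at an earlier stage of the time course cannot be told apart from an effect of infection: r with the change of control mock leaves from 6 to 9 h was 0.204, which met the bound set to exclude it, but after the values were seen this verdict was withdrawn, because that bound took the wrong stretch of time: arrays earlier than 6 h lie on the path from 0 to 6 h. With that change r was -0.35 across 7227 probe sets and -0.731 across the 148, and with the infection response of control plants at 6 h it was 0.48 and 0.73, among 5 changes compared over each of these sets.

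Abscisic acid genes varied between arrays of 1 group, with TAS14 first of 7227 probe sets in SD. Deviations of the list's mean from the group means had r = -0.159 (permutation test, p = 0.31, adjusted p = 0.354; rho = -0.123, p = 0.497, adjusted p = 0.568) with those of the 3 prime minus 5 prime difference over 47 arrays, and -0.162 without the 2 farthest arrays, which argues against this measure of RNA quality as the whole cause; a part stays open, as in the same family of 8 relations PC2 had r = -0.446 with this difference (adjusted p = 0.0414; rho = -0.471, adjusted p = 0.0192) and 0.646 with TAS14 (adjusted p = 0.00436). Deviations of TAS14 and NCED1, both induced by water deficit and tied to abscisic acid, had r = 0.963, and 0.95 without the 2 farthest arrays. The permutation test of r gave p = 1e-05, the smallest 100000 permutations can give (adjusted p = 8e-05). For rho = 0.867 it gave p = 1e-04, the smallest that its fewer permutations can give (adjusted p = 8e-04). As any cause of varying abscisic acid would give a high r between these genes, this leaves a differing water status of the leaves open. Across probe sets, slopes on TAS14 had r = 0.67 with the response of BABA-treated plants at 6 h, -0.484 at 9 h and -0.795 at 12 h, and -0.562 with that of control plants at 12 h, but 0.101 with that of control plants at 9 h, where TAS14 had 3.02, 0.177 at 6 h, and -0.0677 and -0.0523 at 0 h in control and BABA-treated plants, and such values can arise by chance because group means share the covariance of single arrays. An effect of infection on abscisic acid in BABA-treated plants stays open.

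A difference between the responses of the arms passed the test for 35 probe sets at 0 h, when ARG2 (-2.54), SlWRKY37 (-1.51), CBF1 (1.88), CYP85A1 (1.85) and WRKYIId-1 (1.27) were among them, and for 9 over all time points. Leaving out 1 array moved the count at 0 h to between 18 and 73, and that over all time points to between 3 and 22. CBF1 no longer passed in 9 of 12 fits that each left out 1 array of 0 h (1.50 to 1.98, adjusted p from 0.0538 to 0.272), all but those without BABA mock 0 h replicate 1 or 3 or control mock 0 h replicate 3. At the level of lists, the responses differed at 0 h for PR proteins (adjusted p = 0.0189; adjusted p = 0.541 with an estimated correlation) and jasmonate- and wound-responsive defence (0.0374; 0.44), at 9 h for trichome and epidermis markers (0.0403; 0.392) and arginine and polyamines (0.0403; 0.226), and at 12 h for abscisic acid (0.0373; 0.624), PR proteins (0.0155; 0.53) and phloem and xylem markers (0.0403; 0.392).

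Other splits of the arrays were counted for each test, the real split included. A share of splits under 0.05 was as large as the real one for DEGs in control plants (372, 2 of 100 splits, highest other 382). The same held for DEGs in BABA-treated plants (228, 1 of 100, highest other 75) and BABA against control at 0 h (370, 1 of 100, highest other 366). For these 3 counts the splits argue against chance without excluding it. With array weights 25 and 20 of 100 splits gave as many DEGs in control and BABA-treated plants, so for DEGs it is left open with weights. For the difference between the arms at 0 h (35, 13 of 100, highest other 370) and over all time points (9, 12 of 100, highest other 385) these splits decide nothing, as they carry the effect of BABA itself into the difference: exchanging BABA and control in mock-inoculated leaves alone gave 370 at 0 h and 161 over all time points. With that effect removed, 2 of 100 splits were as large at 0 h (highest other 74) and 11 of 100 over all time points (highest other 602), and as this was chosen after the results were seen, chance is left open for both. Where the real count is 0 every split is as large and nothing is decided. This holds for the difference between the arms at 9 h (100 of 100, highest other 720) and 12 h (100 of 100, highest other 203). There the exchange gave 1, and splits with the effect of BABA removed gave up to 821 and 89, with a median of 0 at both times. What set the highest splits apart was not tested. With 3 arrays against 3, 10 splits are too few for a share under 0.05. In control plants, for Botrytis against mock, the real and the highest other count were 55 and 28 at 0 h (1 of 10 as large), 9 and 54 at 6 h (2), 240 and 3 at 9 h (1), and 948 and 75 at 12 h (1). For BABA-treated plants they were 6 and 3 at 0 h (1), 29 and 172 at 9 h (2), and 514 and 2 at 12 h (1). In mock-inoculated leaves, for BABA against control, they were 338 and 88 at 0 h (1), 0 and 2 at 9 h (10, which decides nothing), and 1 and 271 at 12 h (5), and in Botrytis-inoculated leaves 41 and 3 at 0 h (1), 48 and 384 at 6 h (4), 1 and 0 at 9 h (1), and 59 and 4 at 12 h (1).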

How the results depend on the processing

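The covariate of 3 prime minus 5 prime signal and 1 fit of all 48 arrays were chosen after the results were seen. Of 2128 values of named genes under alternatives, 1785 stayed on their side of the threshold, 335 no longer passed, 8 passed anew and 0 reversed; of 264 values of gene lists, 222 stayed and 42 no longer passed. With a trend and robust prior none of 170 results crossed its threshold or moved by over 1.5 times, with 363 of 372 DEGs of control and 224 of 228 of BABA-treated plants called again, and with quantile normalization again 169 of 170 did not, with 356 and 209 called again. Array weights gave more DEGs in each arm than any other setting, and with them 25 of 100 splits, the real one included, gave as many DEGs in control and 20 of 100 in BABA-treated plants, with up to 3107 and 3779. The weights gave a convergence warning in 83 of the other splits in control and 25 in BABA-treated plants and in neither real split, and the number of splits was raised from 20 to 100 after first values were seen, so whether these counts stand apart from other splits stays open. In a fit of only the arrays of the comparison fewer residual degrees of freedom are left, and a stricter threshold gives fewer calls by construction; for other changes the cause was not tested. Without an array of BABA mock 6 h, 1 array is left in that group and the variance comes from the other groups.

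With all 48 arrays the values were 14 at 0 h, 1 at 6 h and 118 at 9 h for Botrytis against mock in control plants, 2 at 0 h, 814 at 6 h and 15 at 9 h for Botrytis against mock in BABA-treated plants, 5 at 0 h and 2 at 6 h for the difference between the arms, 210 at 0 h for BABA against control, 181 at 0 h for BABA against control in mock-inoculated leaves, 12 at 0 h and 29 at 6 h for BABA against control in Botrytis-inoculated leaves, 69 for common DEGs, 188 for DEGs unique to BABA-treated plants, 2 for the difference between the arms over all times. With array weights the values were 320 at 0 h and 1956 at 12 h for Botrytis against mock in control plants, 244 at 0 h, 847 at 6 h, 622 at 9 h and 1837 at 12 h for Botrytis against mock in BABA-treated plants, 212 at 0 h, 109 at 9 h and 84 at 12 h for the difference between the arms, 1608 at 0 h for BABA against control, 1387 at 0 h and 61 at 12 h for BABA against control in mock-inoculated leaves, 387 at 0 h, 152 at 6 h, 27 at 9 h and 386 at 12 h for BABA against control in Botrytis-inoculated leaves, 1370 for DEGs in control plants, 2617 for DEGs in BABA-treated plants, 707 for common DEGs, 663 for DEGs unique to control plants, 1910 for DEGs unique to BABA-treated plants, 441 for the difference between the arms over all times. With only the arrays of the comparison the values were 3 at 0 h, 0 at 6 h, 36 at 9 h and 155 at 12 h for Botrytis against mock in control plants, 0 at 0 h, 1 at 6 h, 12 at 9 h and 70 at 12 h for Botrytis against mock in BABA-treated plants, 0 at 0 h for the difference between the arms, 28 at 0 h and 0 at 12 h for BABA against control in mock-inoculated leaves, 0 at 6 h, 0 at 9 h and 0 at 12 h for BABA against control in Botrytis-inoculated leaves. At a log2 fold change of at least 1 the values were 33 at 0 h, 74 at 9 h and 223 at 12 h for Botrytis against mock in control plants, 3 at 0 h, 50 at 6 h and 224 at 12 h for Botrytis against mock in BABA-treated plants, 42 at 0 h for BABA against control, 102 at 0 h and 0 at 12 h for BABA against control in mock-inoculated leaves, 23 at 0 h, 20 at 6 h and 9 at 12 h for BABA against control in Botrytis-inoculated leaves, 203 for DEGs in control plants, 139 for DEGs in BABA-treated plants, 120 for DEGs unique to control plants, 56 for DEGs unique to BABA-treated plants. With the replicate block (paired by number) the values were 145 at 9 h for Botrytis against mock in control plants, 3 at 0 h and 16 at 9 h for Botrytis against mock in BABA-treated plants, 3 at 6 h and 3 at 12 h for BABA against control in Botrytis-inoculated leaves, 197 for DEGs in control plants, 40 for DEGs in BABA-treated plants, 32 for common DEGs, 165 for DEGs unique to control plants, 8 for DEGs unique to BABA-treated plants. With covariate of 3 prime minus 5 prime signal the values were 92 at 9 h for Botrytis against mock in control plants, 3 at 0 h, 248 at 6 h and 18 at 9 h for Botrytis against mock in BABA-treated plants, 1 at 6 h for the difference between the arms, 2 at 12 h for BABA against control in mock-inoculated leaves. Without a filter the values were 2 at 0 h and 59 at 6 h for Botrytis against mock in BABA-treated plants, 0 at 12 h for BABA against control in mock-inoculated leaves, 25 at 6 h for BABA against control in Botrytis-inoculated leaves, 82 for DEGs unique to BABA-treated plants, 38.7 for the variance share of PC1 in percent. With a filter on level only the values were 2 at 0 h for Botrytis against mock in BABA-treated plants, 0 at 12 h for BABA against control in mock-inoculated leaves, 27 at 6 h for BABA against control in Botrytis-inoculated leaves. With quantile normalization again the values were 2 at 0 h for Botrytis against mock in BABA-treated plants. With median shift the values were 0 at 12 h for BABA against control in mock-inoculated leaves, 2 at 9 h for BABA against control in Botrytis-inoculated leaves. With one fit of 47 arrays the values were 632 for DEGs in control plants, 466 for DEGs in BABA-treated plants, 162 for common DEGs, 470 for DEGs unique to control plants, 304 for DEGs unique to BABA-treated plants. With one fit of all 48 arrays the values were 730 for DEGs in BABA-treated plants, 609 for DEGs unique to BABA-treated plants. With 6, 9 and 12 h only the values were 402 for DEGs in BABA-treated plants, 264 for DEGs unique to BABA-treated plants. With ordinary F test the values were 118 for DEGs in BABA-treated plants, 63 for common DEGs, 55 for DEGs unique to BABA-treated plants. At an adjusted p under 0.01 the values were 140 for DEGs in control plants, 61 for DEGs in BABA-treated plants, 50 for common DEGs, 90 for DEGs unique to control plants, 11 for DEGs unique to BABA-treated plants. Without scaling the values were 59.2 for the variance share of PC1 in percent. At 6 h the values were 84.7 for the percentage of BABA-only DEGs larger in BABA-treated plants. At 9 h the values were 59.7 for the percentage of BABA-only DEGs larger in BABA-treated plants. At 12 h the values were 71 for the percentage of BABA-only DEGs larger in BABA-treated plants.

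Leaving out 1 array at a time gave the following lowest and highest values, with each array named whose removal moved a count by over 1.5 times. BABA against control: at 0 h 230 to 469, moved by control mock 0 h replicate 1 (230), control mock 0 h replicate 2 (243). BABA against control in Botrytis-inoculated leaves: at 0 h 24 to 32, moved by BABA Botrytis 0 h replicate 2 (24), BABA Botrytis 0 h replicate 3 (25), control Botrytis 0 h replicate 2 (26); at 12 h 2 to 46, moved by control Botrytis 12 h replicate 2 (2), BABA Botrytis 12 h replicate 1 (3), BABA Botrytis 12 h replicate 2 (18), BABA Botrytis 12 h replicate 3 (35); at 6 h 0 to 432, moved by control Botrytis 6 h replicate 1 (0), BABA Botrytis 6 h replicate 1 (1), BABA Botrytis 6 h replicate 3 (1), control Botrytis 6 h replicate 3 (1), control Botrytis 6 h replicate 2 (365), BABA Botrytis 6 h replicate 2 (432); at 9 h 1 to 3, moved by BABA Botrytis 9 h replicate 3 (2), control Botrytis 9 h replicate 2 (2), control Botrytis 9 h replicate 3 (3). BABA against control in mock-inoculated leaves: at 0 h 156 to 509, moved by control mock 0 h replicate 1 (156), control mock 0 h replicate 2 (160), BABA mock 0 h replicate 2 (166), BABA mock 0 h replicate 3 (212), BABA mock 0 h replicate 1 (509); at 12 h 0 to 33, moved by BABA mock 12 h replicate 3 (0), control mock 12 h replicate 1 (0), control mock 12 h replicate 3 (0), BABA mock 12 h replicate 2 (3), control mock 12 h replicate 2 (3), BABA mock 12 h replicate 1 (33); at 6 h 0 to 1, moved by BABA mock 6 h replicate 3 (1); at 9 h 0 throughout. Botrytis against mock in BABA-treated plants: at 0 h 1 to 38, moved by BABA mock 0 h replicate 2 (1), BABA mock 0 h replicate 3 (3), BABA Botrytis 0 h replicate 2 (3), BABA Botrytis 0 h replicate 3 (3), BABA mock 0 h replicate 1 (38); at 12 h 104 to 1024, moved by BABA mock 12 h replicate 3 (104), BABA mock 12 h replicate 2 (114), BABA Botrytis 12 h replicate 2 (181), BABA Botrytis 12 h replicate 1 (275), BABA Botrytis 12 h replicate 3 (306), BABA mock 12 h replicate 1 (1024); at 6 h 6 to 464, moved by BABA mock 6 h replicate 3 (6), BABA Botrytis 6 h replicate 1 (7), BABA mock 6 h replicate 1 (13), BABA Botrytis 6 h replicate 3 (98), BABA Botrytis 6 h replicate 2 (464); at 9 h 13 to 40, moved by BABA mock 9 h replicate 3 (13), BABA Botrytis 9 h replicate 1 (13), BABA Botrytis 9 h replicate 2 (16), BABA mock 9 h replicate 2 (17). Botrytis against mock in control plants: at 0 h 32 to 97, moved by control mock 0 h replicate 1 (32), control mock 0 h replicate 2 (32), control Botrytis 0 h replicate 2 (36), control mock 0 h replicate 3 (97); at 12 h 393 to 1453, moved by control Botrytis 12 h replicate 2 (393), control mock 12 h replicate 2 (397), control mock 12 h replicate 1 (415), control Botrytis 12 h replicate 1 (588), control mock 12 h replicate 3 (1453); at 6 h 5 to 23, moved by control mock 6 h replicate 1 (5), control Botrytis 6 h replicate 3 (5), control Botrytis 6 h replicate 1 (23); at 9 h 17 to 622, moved by control mock 9 h replicate 3 (17), control Botrytis 9 h replicate 1 (23), control Botrytis 9 h replicate 2 (64), control mock 9 h replicate 2 (78), control Botrytis 9 h replicate 3 (488), control mock 9 h replicate 1 (622). Common DEGs: 59 to 196, moved by BABA Botrytis 12 h replicate 2 (59), BABA mock 12 h replicate 3 (61), BABA Botrytis 12 h replicate 3 (62), BABA mock 12 h replicate 2 (63), BABA Botrytis 12 h replicate 1 (64), BABA mock 12 h replicate 1 (196). DEGs in BABA-treated plants: 81 to 1229, moved by BABA Botrytis 12 h replicate 2 (81), BABA Botrytis 12 h replicate 3 (88), BABA mock 12 h replicate 3 (89), BABA Botrytis 12 h replicate 1 (89), BABA mock 12 h replicate 2 (97), BABA Botrytis 0 h replicate 3 (111), BABA mock 6 h replicate 3 (112), BABA mock 6 h replicate 1 (117), BABA Botrytis 9 h replicate 1 (126), BABA Botrytis 9 h replicate 2 (128), BABA mock 0 h replicate 2 (130), BABA Botrytis 0 h replicate 2 (137), BABA Botrytis 6 h replicate 3 (137), BABA Botrytis 6 h replicate 1 (138), BABA Botrytis 0 h replicate 1 (151), BABA mock 9 h replicate 3 (390), BABA Botrytis 9 h replicate 3 (458), BABA Botrytis 6 h replicate 2 (577), BABA mock 12 h replicate 1 (1229). DEGs in control plants: 186 to 589, moved by control Botrytis 12 h replicate 2 (186), control mock 12 h replicate 1 (203), control mock 12 h replicate 2 (214), control Botrytis 6 h replicate 1 (589). DEGs unique to BABA-treated plants: 22 to 1033, moved by BABA Botrytis 12 h replicate 2 (22), BABA Botrytis 12 h replicate 1 (25), BABA Botrytis 12 h replicate 3 (26), BABA mock 12 h replicate 3 (28), BABA Botrytis 0 h replicate 3 (33), BABA mock 6 h replicate 3 (34), BABA mock 12 h replicate 2 (34), BABA mock 6 h replicate 1 (37), BABA mock 0 h replicate 2 (47), BABA Botrytis 9 h replicate 1 (47), BABA Botrytis 6 h replicate 1 (48), BABA Botrytis 9 h replicate 2 (49), BABA Botrytis 6 h replicate 3 (50), BABA Botrytis 0 h replicate 2 (55), BABA Botrytis 0 h replicate 1 (62), BABA mock 0 h replicate 3 (68), BABA mock 9 h replicate 2 (75), BABA mock 9 h replicate 3 (273), BABA Botrytis 9 h replicate 3 (334), BABA Botrytis 6 h replicate 2 (435), BABA mock 12 h replicate 1 (1033). DEGs unique to control plants: 105 to 481, moved by control Botrytis 12 h replicate 2 (105), control mock 12 h replicate 1 (118), control mock 12 h replicate 2 (130), BABA mock 12 h replicate 1 (176), control Botrytis 12 h replicate 3 (410), control mock 12 h replicate 3 (427), control Botrytis 6 h replicate 1 (481). The difference between the arms: at 0 h 18 to 73, moved by control mock 0 h replicate 1 (18), control Botrytis 0 h replicate 2 (18), BABA Botrytis 0 h replicate 3 (22), control mock 0 h replicate 2 (22), BABA mock 0 h replicate 2 (23), control mock 0 h replicate 3 (73); at 12 h 0 to 15, moved by BABA Botrytis 12 h replicate 2 (2), control Botrytis 12 h replicate 3 (11), BABA mock 12 h replicate 2 (14), BABA mock 12 h replicate 1 (15); at 6 h 0 to 7, moved by BABA mock 6 h replicate 3 (1), BABA Botrytis 6 h replicate 1 (1), control mock 6 h replicate 1 (1), control Botrytis 6 h replicate 2 (6), BABA Botrytis 6 h replicate 2 (7); at 9 h 0 throughout. The difference between the arms over all times: 3 to 22, moved by BABA Botrytis 0 h replicate 2 (3), control mock 0 h replicate 1 (3), control mock 0 h replicate 2 (3), control Botrytis 12 h replicate 3 (14), BABA Botrytis 6 h replicate 2 (16), control mock 0 h replicate 3 (22). Distance between Botrytis and mock centroids at 6 h, BABA-treated plants: 38.5 to 63.6. Distance between Botrytis and mock centroids at 6 h, control plants: 5.48 to 28.3.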

Differences from the paper's values

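The fit of all 48 arrays together and the covariate of 3 prime minus 5 prime signal were chosen after the values were seen; the other alternatives were set before the data were examined. The paper identified DEGs with a temporal test, for which its main text states no threshold. When the tests were planned, a Benjamini-Hochberg p under 0.05 was read from its supplementary list of control DEGs. The counts here are from limma's moderated F test at an adjusted p under 0.05. The paper's complete list of control DEGs holds 445 probe sets, and all 372 DEGs called here in control plants are among them.

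For DEGs in BABA-treated plants the paper's value is 935 and the value here 228. Among alternatives, the value without BABA mock 12 h replicate 1 was 1229, within 1.5 times of the paper's, and so was 730 from 1 fit of all 48 arrays, which was chosen after the values were seen and which leaves 168 of the paper's 445 control DEGs uncalled; all others, from 40 with the replicate block to 2617 with array weights, differed by more.

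For DEGs common to both arms the paper's value is 188 and the value here 104. Within 1.5 times of the paper's lay 162 from 1 fit of 47 arrays, 138 from 6, 9 and 12 h only, 196 without BABA mock 12 h replicate 1 and 142 without BABA Botrytis 6 h replicate 2, and the others, from 32 with the replicate block to 707 with array weights, did not. For DEGs unique to BABA-treated plants the paper's value is 747 and the value here 124; 1033 without BABA mock 12 h replicate 1 and 609 from 1 fit of all 48 arrays, chosen after the values were seen, lay within 1.5 times, and the others, from 8 with the replicate block to 1910 with array weights, did not. The paper has more DEGs in BABA-treated than in control plants, as do array weights (2617 and 1370), 1 fit of all 48 arrays (730 and 379), the fits without BABA mock 12 h replicate 1 (1229), BABA Botrytis 6 h replicate 2 (577), BABA Botrytis 9 h replicate 3 (458) or BABA mock 9 h replicate 3 (390), against 372 in control plants, and those without control mock 12 h replicate 1 (203) or 2 (214) or control Botrytis 12 h replicate 2 (186), against 228 in BABA-treated plants.

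The paper states that groups had similar patterns of expression at 0 h, where 370 probe sets differed here between BABA-treated and control plants (mean PC1 scores were -96.7 for BABA and -89.1 for control mock leaves, and -89.1 and -91.5 for Botrytis-inoculated leaves). It assigns PC2 and PC3 to treatment, where time points held 53.4% and 44.3% of their variance here. It describes a response at 6 h that is larger in BABA-treated plants; the counts of 148 and 9 go the same way, and no probe set passed the test of the difference. It names cell walls among the themes of the DEGs unique to BABA-treated plants, where 0 of 19 genes of a list of cell wall remodelling were DEGs here, although tXET-B2, a cell wall gene outside that list, was a DEG unique to BABA-treated plants, with 1.67 in BABA-treated and 1.97 in control plants at 12 h, the former lost without BABA mock or BABA Botrytis 12 h replicate 2 or 3 (adjusted p from 0.0531 to 0.134), so neither the list nor this gene decides it. It also names abscisic acid, where 3 of 5 genes were DEGs unique to BABA-treated plants.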

Other observations

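The contrasts over time in mock-inoculated leaves were chosen after the results were seen. In these leaves, tXET-B2, EXP2, EXP5 and 20ox-2 fell and PR5 and NP24-I rose with time after detachment and mock inoculation. At 12 h against 0 h in control plants, tXET-B2 fell by 5.89 on the log2 scale (SE 0.458, adjusted p = 4.19e-13, 3 arrays against 3), the expansins EXP2 and EXP5 by -4.32 and -3.86, and the gibberellin oxidase 20ox-2 by -4.39, while the pathogenesis-related genes PR5 and NP24-I rose by 4.76 and 4.46. In BABA-treated plants tXET-B2 had -5.01, EXP2 -4.25, PR5 5.42 and NP24-I 4.04. The changes at 12 h had r = 0.927 between the arms across 7227 probe sets, which are not independent replicates, with 2714 higher and 2153 lower in control and 2778 higher and 2190 lower in BABA-treated plants. Of 19 cell wall genes 1 rose and 10 fell in control and 2 rose and 10 fell in BABA-treated plants, and of 12 genes of PR proteins 6 rose in control and 11 in BABA-treated plants, none fell; as lists none passed the test with camera (adjusted p = 0.0606 and 0.0655 for cell wall, 0.201 and 0.0606 for PR proteins).

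Among lists not described so far, the NADPH oxidase gene Wfi1 rose by 0.89 in control and 1.21 in BABA-treated plants at 12 h, MET1 fell by 0.46 and NPR1 rose by 0.46 in control plants at 12 h, and HSP21 fell by 0.55 there. Without control mock 12 h replicate 2, HSP21 had -0.32 (adjusted p = 0.347), MET1 -0.39 (0.172) and Wfi1 0.69 (0.178) in control plants. HSP21 did not pass without any of the 3 control Botrytis 12 h arrays either (from 0.0667 to 0.133), nor MET1 without control mock 12 h replicate 1 (0.165) or control Botrytis 12 h replicate 2 (0.273), nor Wfi1 without control mock 12 h replicate 1 or any control Botrytis 12 h array (from 0.0511 to 0.113) and, in BABA-treated plants, without BABA mock 12 h replicate 2 (0.84, 0.128). Of the lists of redox enzymes, heat shock and protein folding, the salicylate pathway, DNA methylation, reference genes, and sugar starvation, none passed the test with camera in any contrast, with lowest adjusted p of 0.102, 0.095, 0.0982, 0.39, 0.147 and 0.153. Genes of WRKY and MAP kinase signalling passed it for Botrytis against mock in BABA-treated plants at 0 h, with a median of 0.21, an adjusted p of 0.0175 and an adjusted p = 0.274 with an estimated correlation, and no gene of the list passed on its own (1 when adjusted over the list alone). The list of PR proteins passed it in the same contrast, with a median of 0.85, an adjusted p of 0.000557 and an adjusted p = 0.362 with an estimated correlation (none of 12 genes passed, 5 when adjusted over the list alone), and that of arginine and polyamines in control plants at 6 h, with an adjusted p of 0.0175 and an adjusted p = 0.155 with an estimated correlation (1 of 5 genes rose). The lists of phloem and xylem markers, cell wall remodelling, and jasmonate and oxylipin biosynthesis had lowest adjusted p of 0.0403 (0.392 with an estimated correlation), 0.284 and 0.0509.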
